# Transcriptional regulatory networks controlling woolliness in peach in response to preharvest gibberellin application and cold storage

**DOI:** 10.1186/s12870-015-0659-2

**Published:** 2015-11-18

**Authors:** Camila Pegoraro, Alice Tadiello, César L. Girardi, Fábio C. Chaves, Vera Quecini, Antonio Costa de Oliveira, Livio Trainotti, Cesar Valmor Rombaldi

**Keywords:** Chilling injury, Cold storage, Genome wide gene expression, Gibberellic acid, *Prunus persica*

## Abstract

**Background:**

Postharvest fruit conservation relies on low temperatures and manipulations of hormone metabolism to maintain sensory properties. Peaches are susceptible to chilling injuries, such as ‘woolliness’ that is caused by juice loss leading to a ‘wooly’ fruit texture. Application of gibberellic acid at the initial stages of pit hardening impairs woolliness incidence, however the mechanisms controlling the response remain unknown. We have employed genome wide transcriptional profiling to investigate the effects of gibberellic acid application and cold storage on harvested peaches.

**Results:**

Approximately half of the investigated genes exhibited significant differential expression in response to the treatments. Cellular and developmental process gene ontologies were overrepresented among the differentially regulated genes, whereas sequences in cell death and immune response categories were underrepresented. Gene set enrichment demonstrated a predominant role of cold storage in repressing the transcription of genes associated to cell wall metabolism. In contrast, genes involved in hormone responses exhibited a more complex transcriptional response, indicating an extensive network of crosstalk between hormone signaling and low temperatures. Time course transcriptional analyses demonstrate the large contribution of gene expression regulation on the biochemical changes leading to woolliness in peach.

**Conclusion:**

Overall, our results provide insights on the mechanisms controlling the complex phenotypes associated to postharvest textural changes in peach and suggest that hormone mediated reprogramming previous to pit hardening affects the onset of chilling injuries.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-015-0659-2) contains supplementary material, which is available to authorized users.

## Background

Typically, the shelf life of peach fruit (*Prunus persica* L. Batsch.) is short due to its fragility, fast loss of pulp firmness and decay susceptibility. Thus, postharvest conservation is based on methods that decrease pathogen inocula, and reduce fruit metabolism [1]. Cold storage (CS) has been the main method used to increase peach shelf life. However, a wide range of factors, such as cultivar, ripening stage at harvest, temperature and time of storage, contribute to the occurrence of physiological disorders, commonly known as chilling injury, including woolliness or loss of juice, pit darkening and reddening, flesh breakdown and others [2, 3].

In peaches, woolliness occurrence is frequent after long-term CS, even when the fruits are kept at temperatures as low as 0 °C [4–7]. Chilling injuries are complex phenotypes, likely to be controlled by a wide range of genetic, developmental, anatomical and physiological factors [2, 3, 8, 9]. Exogenous application of GA to peach and nectarine fruits on the tree at the initial stages of pit hardening has been demonstrated to effectively reduce woolliness incidence [3, 5, 6]. Preharvest hormone application has been demonstrated to reduce chilling injuries a reduced number of cultivars, such as Chimarrita and Chiripá [3, 5, 6]. The responses induced by the hormone that lead to the reduced occurrence of the woolly phenotype remain largely unknown. Exogenous GA application in citrus has been demonstrated to induce pleiotropic and previously unreported effects [10].

Pectin metabolism is currently considered one important effector of woolliness in peach [2], although the molecular mechanisms involved in its onset remain elusive. Reduced accumulation of transcripts from genes related to normal ripening processes, such as those involved in ethylene biosynthesis and signaling, cellular respiration, volatile compounds biosynthesis, endocellular transport, protein folding, lipid turnover, cell wall disassembling and redox system, has been correlated to chilling disorders [11–18]. The abnormal ripening processes under cold storage are thought to trigger wooliness at the transcriptional level. Targeted proteomic approaches have also demonstrated similar behavior of protein and enzyme activity levels [1, 5].

In the current work, we have taken advantage of the GA-responsive genomic context, consisting of the cultivar Chimarrita, to investigate the large-scale transcriptional profile of peaches, subjected to hormone application at the initial stages of pit hardening, at harvest and after chilling injury inducing storage conditions. In addition, time course analyses of the woolly phenotype development and candidate gene expression were performed on GA-treated and control fruits submitted to CS, before the onset of the disturbance. Taken together, our results demonstrate that a complex interplay between transcriptional programs controlled by GA and low temperatures underlies cellular and developmental mechanisms associated to woolliness in peaches.

## Results

### Application of GA at pit hardening stage reduces woolliness

The incidence of woolliness remained undetected for control and GA treated fruits up to 15 days under CS (Fig. 1). After this period, the frequency of woolly fruits steeply increased in untreated control peaches (Fig. 1). Preharvest application of exogenous GA significantly prevented the incidence of woolliness after CS (Fig. 1). After 30 days under CS and two days at RT, approximately 100 % of the control fruits exhibited the physiological disorder (Fig. 1). In contrast, the incidence of woolliness in fruits harvested from trees sprayed with GA at the onset of pit hardening was more than six fold smaller (16 %) (Fig. 1).

**Fig. 1:**
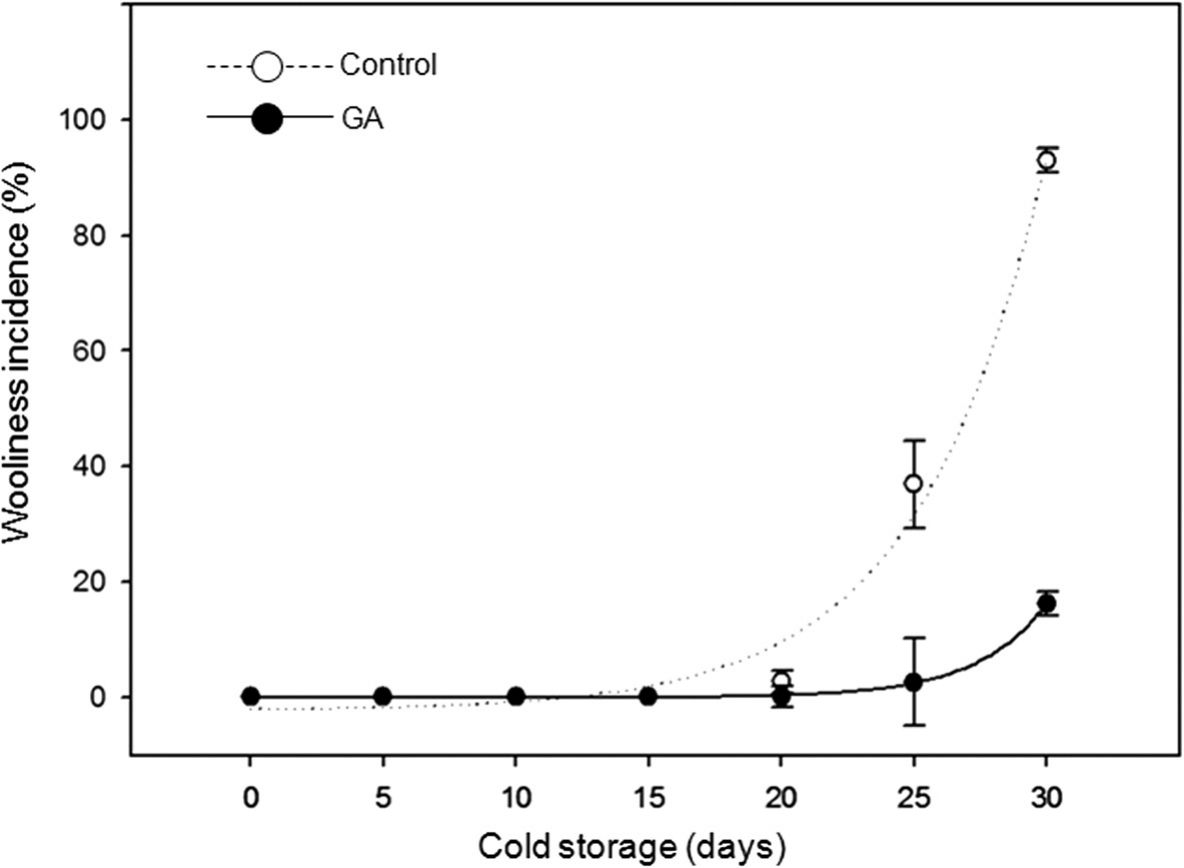
Woolliness symptom occurrence in preharvest GA untreated (Control) and GA treated peaches (GA). Fruits were stored for 30 days under cold storage (CS – 0 ± 0.5 ° C and 90 ± 5 % of relative humidity) and ripened at room temperature (RT - 25 ± 2 ° C) for 2 days. The GA treatment was carried out in the pre harvest before pit hardening of peaches

### Genome wide transcriptional profiling of peach under postharvest conditions

Genome wide expression analyses, employing 28,689 protein-coding transcripts from the peach transcriptome were performed for control and GA treated fruit at harvest and after CS. 

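Mesocarp RNA of ‘Chimarrita’ peaches was hybridized to 12 one-colour Agilent arrays of the μPEACH3.0 design, 3 biological replicates for each of 4 groups. The groups were untreated fruit (C), untreated fruit after 15 days of cold storage (CS), fruit of trees sprayed with GA at 50 mg per L at the onset of pit hardening (GA), and GA treated fruit after the same storage (GACS). The array labels describe the C and GA fruit as sampled at harvest, whereas the legends of Figs. 5 and 6 describe them as kept at room temperature. The methods give a period at room temperature before the analyses for all sampling points. No array held fruit stored for the same time without cold. An effect of CS here therefore includes time after harvest and, if only stored fruit had it, time at room temperature. The authors deposited the scanner output of each array, in which each spot has a background-corrected signal on a linear scale and a mark for being well above background. Each array held 62976 spots, of which 61657 belonged to 29744 transcripts of the peach gene models and 1319 were controls. The signals of the spots of a transcript were averaged and quantile-normalized across the arrays, and the values are given on the log2 scale. The share of transcripts well above background was 62.5 to 63.8 % on the C arrays (median 63.1 %), 59.9 to 61.6 % in CS (median 60.1 %), 59.4 to 60.9 % in GA (median 60.0 %) and 59.6 to 61.3 % in GACS (median 60.4 %). No spot was saturated. Tests covered the 18862 transcripts well above background on all 3 arrays of at least 1 group, and the number of arrays limits their precision. A linear model with 1 mean per group was fitted with limma, and a transcript was called changed at a Benjamini-Hochberg adjusted p under 0.05.
The arrays lay on 2 slides. All C arrays were on slide 1 and all GA arrays on slide 2, while CS and GACS had 1 array on slide 1 and 2 on slide 2, so that a slide term can be fitted only through the cold stored groups. The share of transcripts well above background was 61.3 to 63.8 % on slide 1 and 59.4 to 60.9 % on slide 2, without overlap. The higher share in C therefore cannot be told apart from the slide. The first principal component held 60.4 % of the variance and the second 25.0 %. Within groups the arrays correlated across transcripts with r from 0.988 to 0.994 in CS, GA and GACS. In C the lowest correlation was 0.970, between replicates 1 and 3, and the highest 0.995, between replicates 1 and 2. Across transcripts, which are not independent replicates, the group means of C and GA correlated with r = 0.988, those of C and CS with r = 0.902 and those of CS and GACS with r = 0.919.

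**Figure D1:**
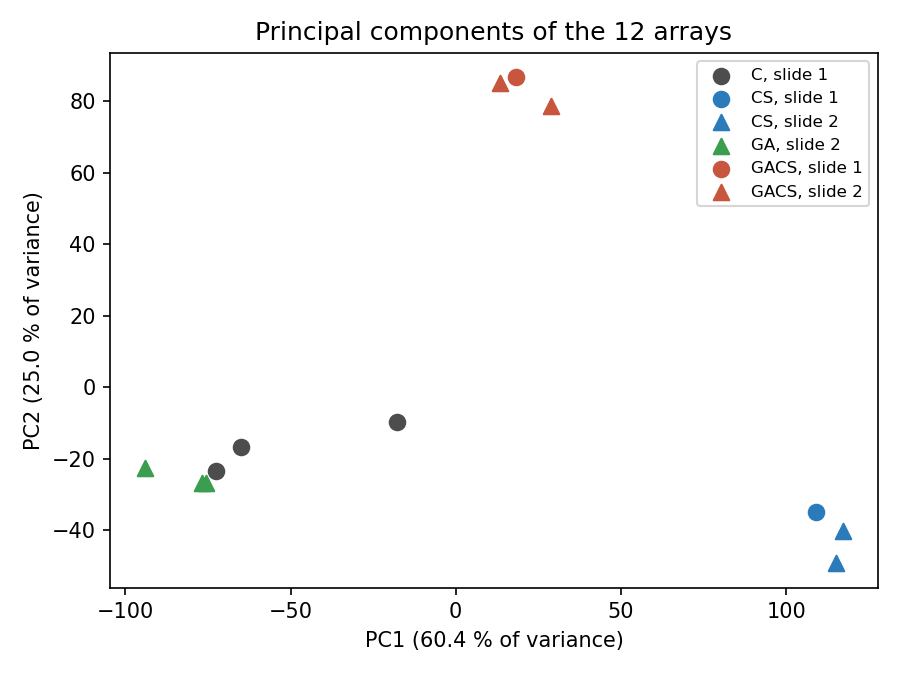
Principal components of the 12 arrays from normalized log2 signals, in arbitrary units, with the first component (60.4 % of the variance) on the horizontal axis and the second (25.0 %) on the vertical axis. Colours mark the groups and symbols the 2 slides. The C and GA arrays lie on the left, the CS arrays on the right and the GACS arrays at the top, with C replicate 3 at -17.8 on the first component and the other C arrays at -72.6 and -64.9.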

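In a moderated F test over the 4 groups, 15970 transcripts were changed, which is 53.7 % of those on the array and 84.7 % of those tested. Of the alternatives in processing, a minimum change of 2-fold moved this count most, to 7468. The GA effect, taken over both storage levels as C and CS against GA and GACS, was called for 9839 transcripts, 4720 higher and 5119 lower in GA treated fruit. For the CS effect, taken over both GA levels, 13310 transcripts were called, 7338 higher and 5972 lower after CS. The median size of the change among the calls was 0.50 on the log2 scale for GA and 0.63 for CS. Compared group by group, CS changed 12359 transcripts in untreated fruit and 10811 in GA treated fruit, and GA changed 11182 transcripts in cold stored fruit. Without CS, GA and C differed in 27 transcripts, 12 higher and 15 lower in GA. Without quantile normalization, after scaling each array to its 75th percentile, that comparison gave 95 transcripts, 58 higher and 37 lower. With 1 array left out at a time it gave 0 to 132. The 0 came without GACS replicate 3, where 3822 had an unadjusted p under 0.05. With the slide as a block limma called 0 transcripts there, although 1756 had an unadjusted p under 0.05, and without the block 4314 had one. In simulated data with 200 transcripts changed by 1.5 on the log2 scale between GA and C, the same test called 190 of them. The changed transcripts were well above background on every array, and the noise was independent. In the real data the median absolute difference between C and GA was 0.19. The simulation does not show how many changes of that size the test would miss. Among transcripts well above background on every array, the largest GA effects with equal signs at both storage levels were increases of 3.44 in ppa013058m and 3.12 in ppa027232m on the log2 scale, with adjusted p of 3.25e-06 and 1.28e-04. Conversely, ppa008267m fell by 4.69 and ppa008859m fell by 4.31, with adjusted p of 1.95e-05 and 3.27e-06. At harvest alone limma called 0 of these 4, with adjusted p from 0.0739 to 0.775, and 2 had an unadjusted p under 0.05. The difference in ppa008859m was -0.17 at harvest, between -0.64 and 0.16 with 1 array left out, and -8.45 after CS. For CS the largest were increases of 4.75 in ppa013981m and 4.74 in ppa007099m, while ppa005612m fell by 5.41 and ppa009649m by 5.26, all with an adjusted p of at most 1.46e-06. Neither the scanner files nor the part of Table S1 used here names these transcripts.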

Factorial analysis of the expression data revealed extensive transcriptional changes in response to CS and GA, with 48.26 % (13846) of the genes being differentially expressed (Fig. 2, Additional file 1: Table S1). From overlap analysis, approximately 34 % of the genes exhibiting differential expression in response to the tested factors (GA, CS) were commonly down (35.4 %, 4912) and (33.63 %, 4657) up regulated (Fig. 2), although induction and/or repression levels were significantly different between GA and CS. 

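Among the transcripts past the F test, 2014 (12.6 %) were lower under both GA and CS and 2558 (16.0 %) were higher under both, each effect being taken over both levels of the other factor. Together these made 28.6 % of the changed transcripts. These counts use the sign of each effect whether or not the effect itself passed the test. Of the 7399 transcripts called for both effects, 583 were lower under both and 700 higher under both. A minimum change of 2-fold moved these numbers most, to 97 and 57.

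**Figure D2:**
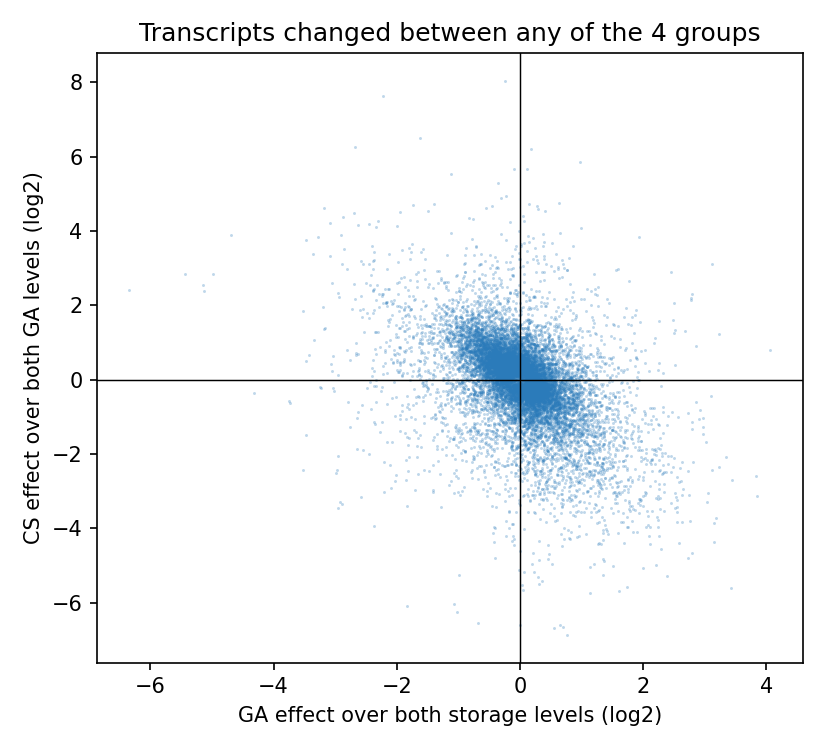
The GA effect over both storage levels (horizontal axis, log2) against the CS effect over both GA levels (vertical axis, log2) for the transcripts past the F test, 1 point per transcript. The points spread from the upper left to the lower right, and 28.6 % of them have equal signs of both effects.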

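A total of 2440 transcripts were called for the GA effect and not for the CS effect, and 5911 for the CS effect and not for the GA effect. A call for 1 factor alone does not show that the factors differ, since an effect can miss the threshold by little. With a minimum change of 2-fold the counts were 647 for GA alone and 2912 for CS alone.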

Gene sets exhibiting exclusive regulation by CS or GA were also detected (Fig. 2). A subset of transcripts exhibit opposite responses to GA and CS treatments, being 17.23 % (2386) induced by GA and repressed by CS (Fig. 2) and 13.7 % (1891) repressed by GA and induced by CS (Fig. 2).

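The factors had opposite signs in 71.4 % of the changed transcripts. GA raised and CS lowered 5279 of them (33.1 %), and GA lowered and CS raised 6119 (38.3 %). Restricted to the transcripts called for each effect, 2774 were higher under GA and lower under CS and 3342 were lower under GA and higher under CS. Leaving out each array in turn, the share with opposite signs stayed between 68.9 and 73.0 %. If no effect is simulated for the same 12 arrays, 50.2 % of transcripts have opposite signs. Sharing of arrays between the contrasts gives that value by itself. A transcript that changes in the CS group alone also gets opposite signs. The counts therefore do not show that GA changed these transcripts in unstored fruit.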

**Fig. 2:**
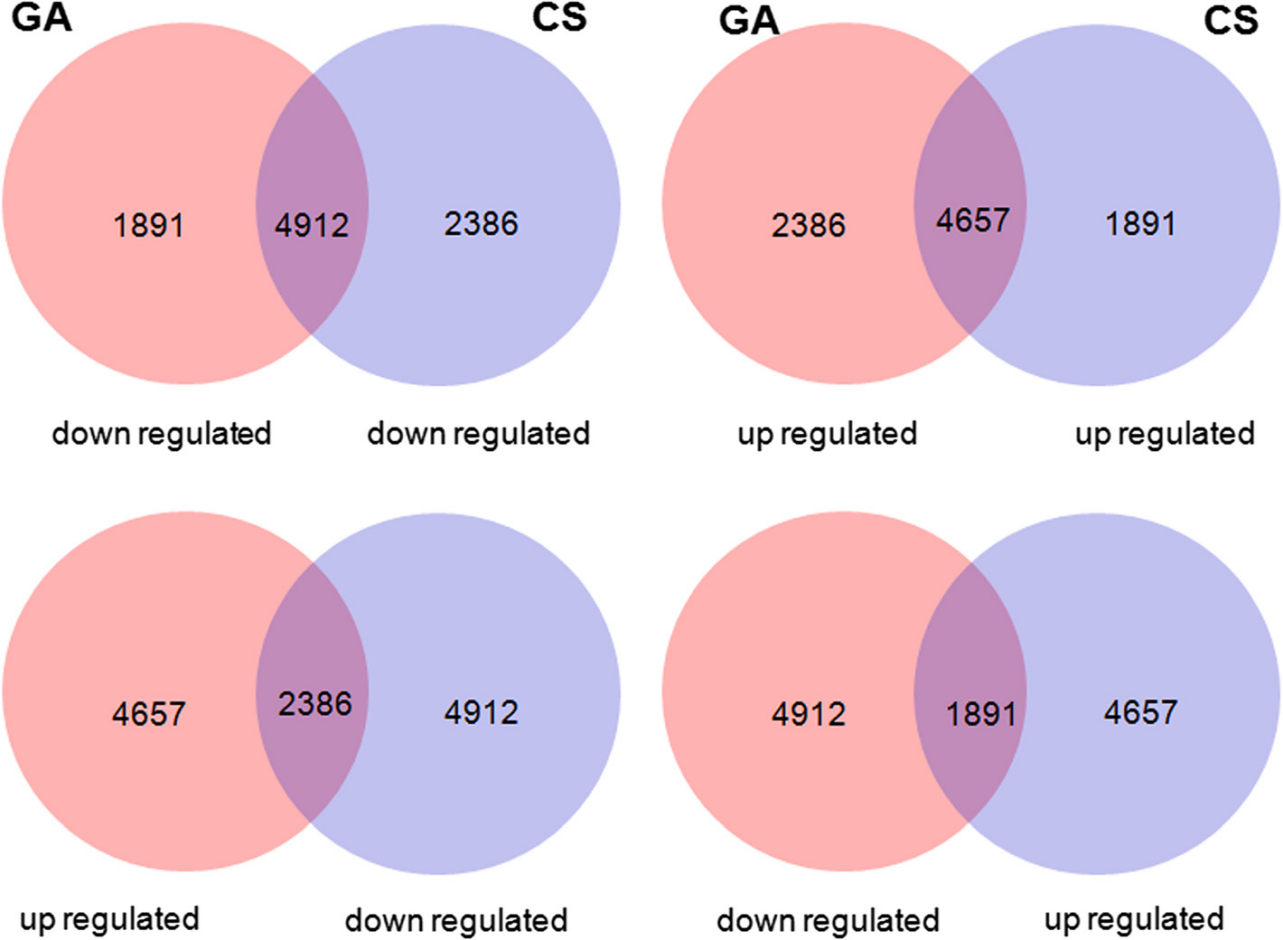
Differentially regulated genes in peaches submitted to GA and CS factors. GA: gibberellic acid; CS: cold storage. The treatments used for determination of GA effect were C (harvest) and CS - level GA 0 – against GA and GACS – level GA 50 mgL^−1^. The treatments used for determination of CS effect were C and GA – level CS 0 – against CS and GACS – level CS 0 °C. Differentially expressed genes were identified by LIMMA analysis and classified as up or down regulated by log_2_ fold change

Differentially regulated genes classified to gene ontology (GO) classes of cellular, metabolic and developmental processes were significantly overrepresented in comparison to reference peach transcriptome (Table 1, Fig. 3). In contrast, GO classes corresponding to cell death and immune system responses were underrepresented in all investigated conditions (Table 1, Fig. 3). 

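Over both GA levels, 44.9 % of the transcripts called for CS were lower after storage, and 47.2 % under 75th percentile scaling. The median change after CS over all tested transcripts was 0.07 on the log2 scale. Restricted to changes of at least 2-fold, 2231 transcripts were lower and 1783 higher, so that 55.6 % of these were lower. In untreated fruit 5821 transcripts fell after CS and 6538 rose. Among the changes of at least 2-fold in untreated fruit, 2632 were lower and 2434 higher. For GA treated fruit the numbers were 4761 lower and 6050 higher, and at least 2-fold 2157 lower and 1847 higher. MapMan categories were not analysed here, since the files do not pair transcripts with them.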

Metabolic classification of the genes exhibiting significant responses to GA and CS according to the MapMan scheme revealed transcriptional shifts associated to primary and specialized metabolism (Fig. 4), with a predominantly repressive effect of CS on global gene expression. CS and GA treatment significantly affected the expression of the coding sequences for a wide range of cell wall metabolism associated proteins, such as cellulose syntases, pectinesterases, polygalacturonases, pectate lyases, xyloglucan endotransglycosyilases and expansins (Fig. 4). Similarly, genes associated to carbohydrate, lipid, specialized metabolism, amino acids, nucleotides, fermentation, tetrapyrrole and photorespiration (Fig. 4) were distinctly regulated in response to low temperatures and GA treatment.

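Annotations were taken from the copy of Table S1 used here, which holds 817 of its 13870 transcripts, so no test of a gene class was made. It lists 8 cellulose synthase transcripts, all of which were tested. In untreated fruit 3 of them rose and 3 fell after CS, in GA treated fruit 4 rose and 2 fell, and in cold stored fruit GA raised 4 and lowered 1. The other cell wall classes do not occur in that part of the table, and a polygalacturonase is named by identifier in the paper. PG (ppa025787m) had a normalized log2 signal of 11.97 ± 2.18 in C, 14.98 ± 0.35 in CS, 8.99 ± 1.32 in GA and 13.15 ± 1.18 in GACS (mean ± SD, n = 3). It was 3.59 higher after CS over both GA levels (standard error 0.73, adjusted p = 0.00145), and all 3 arrays of each stored group lay above the mean of their unstored group. With GA it fell by 2.40 over both storage levels (standard error 0.73, adjusted p = 0.0201), a call that was lost with the slide as a block. In untreated fruit alone the increase after CS was 3.01 (adjusted p = 0.0263). With 1 array left out at a time this increase lay between 2.08 and 4.21, and it lost its call in 4 of those 12 fits, with adjusted p from 0.0016 to 0.103, and also with the slide as a block.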

**Table 1:** Parametric analysis of gene set enrichment of GO terms in response to GA and CS

		Number				
GO class	Description	Differentially expressed (13870)	Reference genome (28702)	Enrichment fold	*p*-value	FDR^a^
Biological process						
GO:0006412	translation	323	396	2.268725143	4.30E-27	1.50E-23
GO:0009987	cellular process	2356	5297	1.237142882	1.30E-21	2.40E-18
GO:0044237	cellular metabolic process	1887	4133	1.269933684	1.40E-20	1.70E-17
GO:0008152	metabolic process	2703	6308	1.191870055	3.20E-18	2.80E-15
GO:0044267	cellular protein metabolic process	890	1791	1.382193889	5.60E-16	3.90E-13
GO:0009058	biosynthetic process	1038	2202	1.311156664	7.80E-14	4.60E-11
GO:0044249	cellular biosynthetic process	968	2075	1.297573011	3.80E-12	1.90E-09
GO:0044281	small molecule metabolic process	317	558	1.580154713	8.10E-11	3.60E-08
GO:0010467	gene expression	747	1589	1.307588981	4.80E-10	1.80E-07
GO:0019538	protein metabolic process	1022	2273	1.250621837	5.10E-10	1.80E-07
Molecular function						
GO:0003735	structural constituent of ribosome	234	265	2.456091438	5.60E-23	1.20E-19
GO:0005198	structural molecule activity	252	303	2.313302674	3.30E-22	3.60E-19
GO:0003824	catalytic activity	2579	6355	1.128782675	2.30E-09	1.70E-06
GO:0016874	ligase activity	146	246	1.650791775	1.60E-06	0.00087
GO:0019001	guanyl nucleotide binding	121	212	1.587537735	4.30E-05	0.017
GO:0032561	guanyl ribonucleotide binding	119	209	1.58370841	5.40E-05	0.017
GO:0005525	GTP binding	119	209	1.58370841	5.40E-05	0.017
GO:0016879	ligase activity, forming carbon-nitrogen bonds	100	171	1.626591271	9.70E-05	0.026
Cellular component						
GO:0005622	intracellular	1106	2064	1.490458821	4.00E-28	3.00E-25
GO:0005737	cytoplasm	496	727	1.8976749	8.70E-28	3.30E-25
GO:0044444	cytoplasmic part	411	570	2.005587037	1.90E-26	4.70E-24
GO:0032991	macromolecular complex	469	694	1.87969731	1.10E-25	2.00E-23
GO:0030529	ribonucleoprotein complex	259	294	2.450343564	3.50E-25	5.20E-23
GO:0044424	intracellular part	852	1555	1.523995726	1.00E-23	1.30E-21
GO:0005840	ribosome	234	265	2.456091438	5.60E-23	6.00E-21
GO:0044464	cell part	1729	3696	1.301180597	4.30E-22	3.60E-20
GO:0005623	cell	1729	3696	1.301180597	4.30E-22	3.60E-20
GO:0043229	intracellular organelle	657	1185	1.542132063	2.80E-19	1.90E-17

^a^ *FDR* false discovery rate was estimated by Benjamini–Hochberg–Yekutieli procedure at AgriGO (http://bioinfo.cau.edu.cn/agriGO/index.php)

**Fig. 3:**
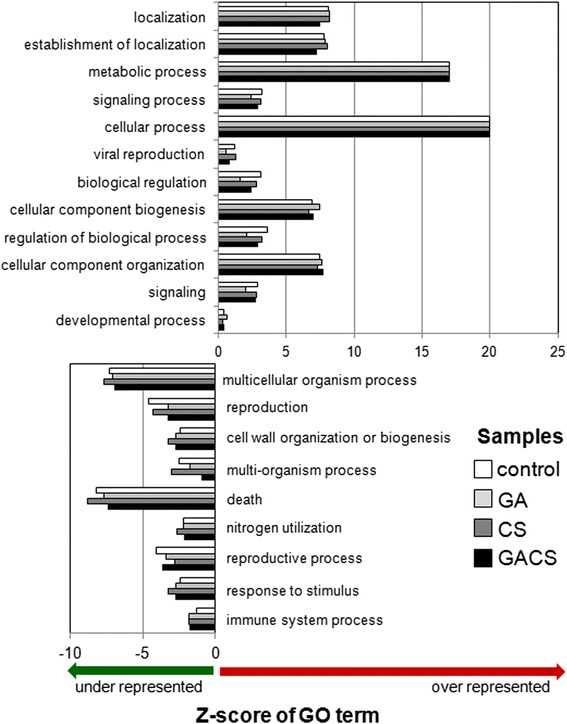
Singular enrichment analysis of GO biological process categories for differentially expressed genes. GO classifications of the responsive genes were compared to those from the peach genome and bar length represents z-score for the GO in each treatment. The treatments correspond to control (untreated fruits at harvest), GA (GA treated fruits at harvest), CS (untreated fruits submitted to cold storage) and GACS (GA treated fruits submitted to cold storage)

**Fig. 4:**
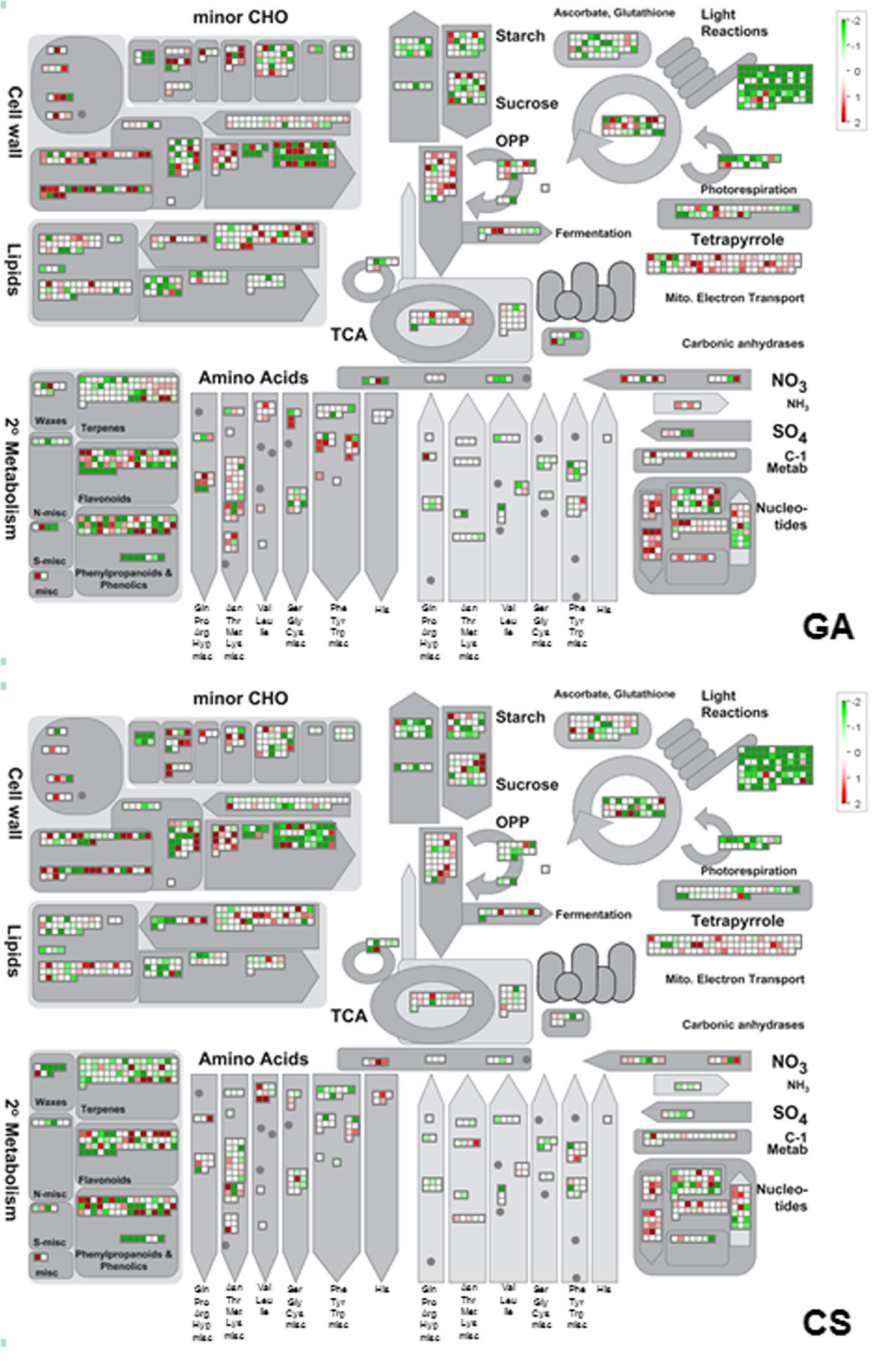
General metabolism classification of differentially expressed genes in response to GA and CS. The treatments used for determination of GA effect were C (harvest) and CS - level GA 0 – against GA and GACS – level GA 50 mgL^−1^. The treatments used for determination of CS effect were C and GA – level CS 0 – against CS and GACS – level CS 0 °C. Log_2_ fold changes are represented as color scale for GA x no GA (**a**) and cold x no cold (**b**) contrasts. Positive values (red) correspond up regulated genes and negative values (green), to down regulated genes

A large number of genes associated to photosynthesis light reactions were differentially regulated in peach fruit in response to CS and GA application (Fig. 4). 

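PSBY (ppa011725m), which encodes a photosystem II core complex protein, had a normalized log2 signal of 13.20 ± 0.70 in C, 8.77 ± 0.15 in CS, 13.89 ± 0.33 in GA and 12.14 ± 0.23 in GACS (mean ± SD, n = 3). In untreated fruit it fell by 4.43 after CS (standard error 0.31, adjusted p = 2.20e-06), and in GA treated fruit it fell by 1.75 (adjusted p = 9.59e-04). All 3 arrays of each stored group lay below the mean of the unstored group. Among cold stored fruit it was 3.37 higher with GA (adjusted p = 1.25e-05). The difference of 0.69 between GA and C was not called (adjusted p = 0.219). No alternative in processing changed a call for this transcript.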

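Of the photosystem I transcripts, PSI-L (ppa011229m) had a normalized log2 signal of 10.91 ± 0.54 in C, 6.94 ± 0.32 in CS, 11.58 ± 0.54 in GA and 9.41 ± 0.23 in GACS (mean ± SD, n = 3). PSI-RC (ppa010953m) had 12.87 ± 0.52, 7.80 ± 0.26, 13.74 ± 0.39 and 10.60 ± 0.28 in the same groups. After CS, PSI-L fell by 3.98 in untreated fruit (adjusted p = 4.75e-06) and by 2.17 in GA treated fruit (adjusted p = 3.33e-04), and PSI-RC fell by 5.08 (adjusted p = 5.97e-07) and 3.14 (adjusted p = 1.77e-05). In cold stored fruit GA raised PSI-L by 2.47 (adjusted p = 1.15e-04) and PSI-RC by 2.81 (adjusted p = 2.34e-05). Neither differed between GA and C, with adjusted p of 0.244 and 0.13, although PSI-RC passed that comparison at an unadjusted p. For these effects, all 3 arrays of the first group lay on the same side of the mean of the other. Light harvesting complexes and other photosystem subunits are not analysed here.

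**Figure D3:**
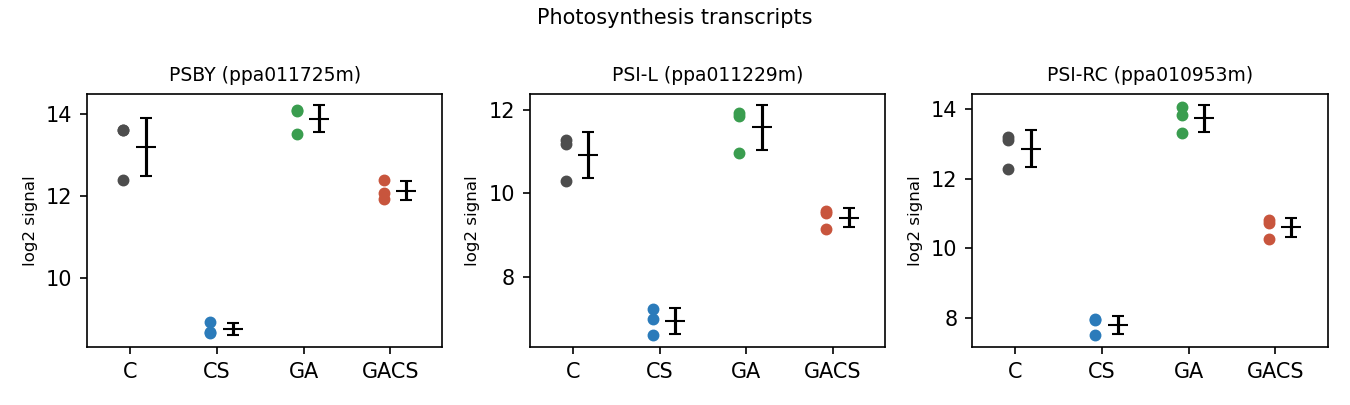
Normalized log2 signal of PSBY, PSI-L and PSI-RC on each array by group (points), with the mean and SD of the 3 arrays beside them. In each panel the CS arrays lie lowest, and the mean of GACS lies between the mean of CS and those of C and GA.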

The application of GA and storage of fruit under CS promoted the differential expression of sequences coding for light harvesting complexes, photosystem II reaction centers, photosystem II core complexes, photosystem I subunits and photosystem II subunits (Fig. 4).

### Gene set enrichment analyses (GSEA) of woolliness associated candidate probes

To gain insight in the processes associated to the onset of woolliness, we have investigated the transcriptional behavior of genes known to be involved in cell wall metabolism and hormonal regulation by gene set enrichment analyses (GSEA). Eight distinct expression patterns were identified by clustering analyses of the transcriptional behavior of cell wall metabolism genes in peach in response to CS and GA. Exogenous GA application repressed the expression of a subset of genes in the first two clusters. 

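The expansin EXP (ppa014051m) had a normalized log2 signal of 12.46 ± 0.67 in C, 14.01 ± 0.19 in CS, 10.83 ± 0.82 in GA and 11.89 ± 0.23 in GACS (mean ± SD, n = 3). The pectin methyl esterase PME (ppa005976m) had 13.18 ± 2.25, 16.26 ± 0.04, 10.12 ± 1.46 and 15.32 ± 0.35 in the same groups. Over both storage levels GA treated fruit had less of both. EXP fell by 1.88 (standard error 0.29, adjusted p = 5.98e-04) and PME by 2.00 (standard error 0.70, adjusted p = 0.0355). Over both GA levels EXP was 1.31 higher after CS (adjusted p = 0.00227) and PME was 4.14 higher (adjusted p = 4.38e-04). All 3 arrays of each stored group lay above the mean of their unstored group for both transcripts. The call of the GA effect on PME was lost in 8 of the 12 fits that leave out 1 array, where the effect lay between -2.44 and -1.37 with adjusted p from 0.0139 to 0.0791, and it was lost with the slide as a block. The effect of CS on EXP within GA treated fruit, 1.06 (adjusted p = 0.0457), was lost in 9 of the 12 such fits, where it lay between 0.62 and 1.43 with adjusted p from 0.0151 to 0.164. The members of the clusters are not named by identifier, and these transcripts are the expansin and pectin methyl esterase that Fig. 7 names.

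**Figure D4:**
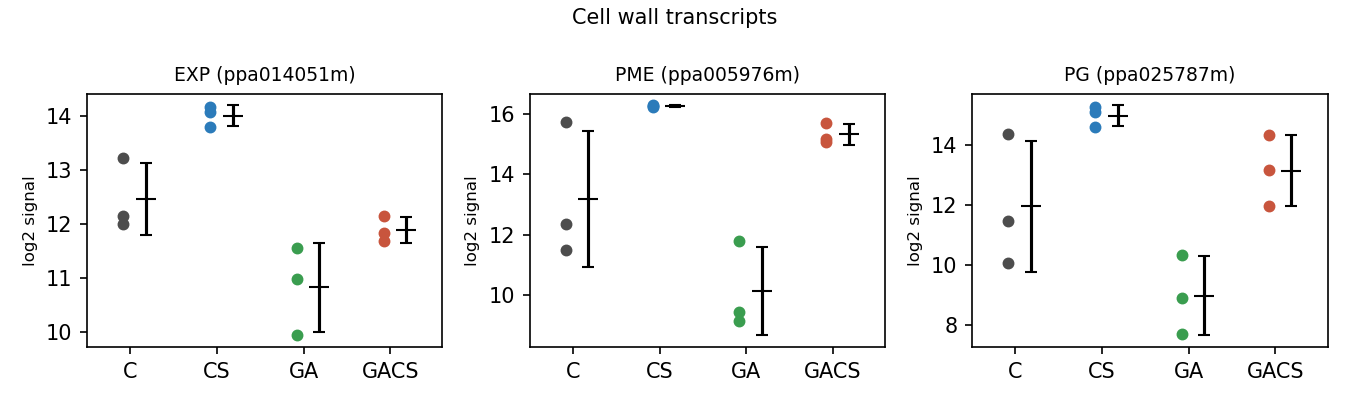
Normalized log2 signal of EXP, PME and PG on each array by group (points), with the mean and SD of the 3 arrays beside them. The CS arrays lie highest for EXP, and the GA arrays have the lowest mean in each panel.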

A third subset of cell wall associated genes, which includes expansin and pectinesterase coding sequences, exhibited repressed transcription equally mediated by CS and GA (Fig. 5). The transcriptional profile of a large number of genes involved in cell wall processes in clusters IV, V and VI, remained virtually unchanged in response to both investigated factors (Fig. 5). In contrast, CS relieved the transcriptional repression of a subset of genes associated to cell wall metabolism in peach (cluster VII and VIII), including those related to carbohydrate metabolism and endomembrane transport (Fig. 5).

**Fig. 5:**
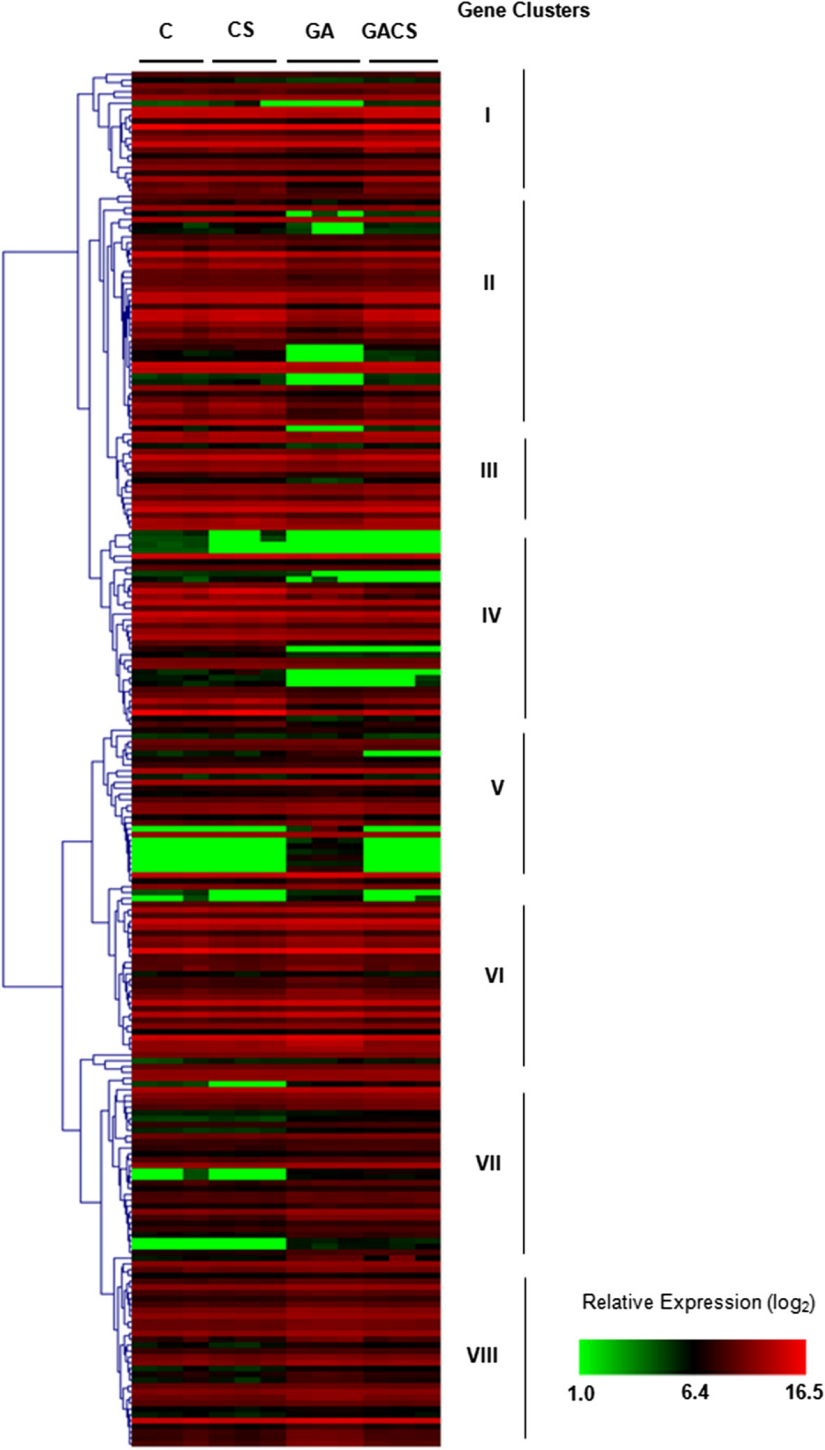
Enrichment analysis of differentially expressed genes associated to cell wall metabolism in peach. Experimental conditions correspond to C (control fruits, 2 days at RT); CS (hormone untreated fruits, under cold storage for 15 days); GA (hormone treated fruits, 2 days at RT) and GACS (hormone treated fruits, under cold storage for 15 days). Roman numbers represent expression clusters, by Hierarchical Clustering using Pearson Correlation

Genes associated to hormonal responses exhibit a more complex response pattern to GA exogenous application and CS in peaches (Fig. 6). 

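Fig. 6 names by identifier 3 GA oxidases, GA 20-oxidase (ppa021035m), GA 3-beta-oxidase (ppa021358m) and GA 2-oxidase (ppa016234m), and AP2/ERF transcription factors, of which ppa018569m is in Fig. 6B. It does not name the members of each cluster. GA 20-oxidase, GA 3-beta-oxidase and ppa018569m were not well above background on any of the 12 arrays. GA 2-oxidase was well above background on 2 of the 3 C arrays and on no other array. None of them was tested, and no fold is given for them. A transcript that is not well above background has only an upper bound in that group, so a change after CS was not detectable for these on the arrays.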

A subset of transcripts corresponding to gibberellin biosynthesis oxidases and ethylene responsive transcription factors (AP2/ERF) (cluster I) was induced by CS, although subjected to an antagonistic effect of GA application (Fig. 6). A similar profile, although less marked, was observed for genes coding for auxin signaling partners and biosynthesis enzymes (cluster II and III). 

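Among the auxin signaling transcripts of Fig. 6B, ppa010501m fell by 0.89 on the log2 scale after CS in untreated fruit (standard error 0.20, adjusted p = 0.00293), and its change of 0.47 in GA treated fruit was not called (adjusted p = 0.068). In cold stored fruit it was 1.01 higher with GA (adjusted p = 0.00163). The transcript ppa018428m fell by 0.97 after CS in untreated fruit (standard error 0.24, adjusted p = 0.00501) and was 1.97 higher with GA in cold stored fruit (adjusted p = 7.67e-05). Its increase of 0.63 after CS in GA treated fruit (adjusted p = 0.0448) was lost in 8 of the 12 fits that leave out 1 array, where it lay between 0.48 and 0.73 with adjusted p from 0.0136 to 0.151. For the called effects, all 3 arrays of the first group lay on the same side of the mean of the other. The auxin monooxygenase ppa024927m was not well above background on any array.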

The combined action of cold storage and gibberellic acid treatment led to the repression of a small set of genes associated to hormone responses in cluster IV, with the majority of them belonging to the auxin, ethylene and gibberellin metabolism. In contrast, the transcription of other groups of hormone-related genes was repressed by CS with an inductive effect of GA (clusters V, VI and VII) (Fig. 6). 

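The transcripts of Fig. 6D were tested over both levels of the other factor. The GID1 homolog (ppa008128m) had a normalized log2 signal of 13.69 ± 0.27 in C, 12.38 ± 0.09 in CS, 13.85 ± 0.16 in GA and 13.14 ± 0.20 in GACS (mean ± SD, n = 3). For the DELLA repressor (ppa003206m) the values were 7.01 ± 0.65, 6.56 ± 0.24, 7.92 ± 0.21 and 6.02 ± 0.12. The ALC/SPT homolog (ppa014897m) had 10.00 ± 0.25, 9.92 ± 0.07, 10.06 ± 0.06 and 10.78 ± 0.12. After CS, GID1 fell by 1.01 (standard error 0.10, adjusted p = 1.81e-05) and DELLA by 1.18 (standard error 0.19, adjusted p = 3.70e-04), while ALC/SPT rose by 0.32 (standard error 0.08, adjusted p = 0.00616). With GA, GID1 rose by 0.46 (adjusted p = 0.00497) and ALC/SPT by 0.47 (adjusted p = 0.00138), and the difference of 0.18 in DELLA was not called (adjusted p = 0.448).

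**Figure D5:**
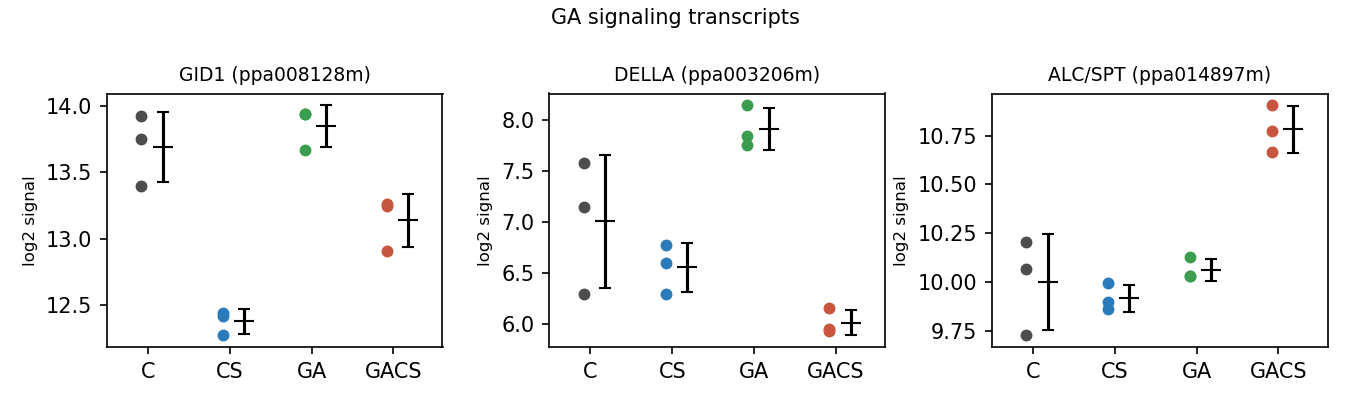
Normalized log2 signal of GID1, DELLA and ALC/SPT on each array by group (points), with the mean and SD of the 3 arrays beside them. The CS arrays lie lowest for GID1, and the GACS arrays lie lowest for DELLA and highest for ALC/SPT.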

Significant differential regulation was also observed for peach homologs of GA receptor *GID*1, one sequence coding for a DELLA repressor and *ALCATRAZ*/*SPATULA* transcription factor in response to CS and GA (Fig. 6). 

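Fig. 6B to D name 30 hormone associated transcripts by identifier. Of these, 16 were tested and 13 were not well above background on any array. Among the 16, limma called 5 for both the GA and the CS effect, 5 for CS alone, 1 for GA alone and 5 for neither. The interaction was called for 7, 1 of which was called for neither effect. Between any of the 4 groups 13 of the 16 were changed. Over all 42 transcripts that the paper names, of which 28 were tested, 16 were called for GA, 22 for CS and 12 for the interaction. Adjusted over the list alone, the counts were 16, 22 and 13. The paper chose this list on these arrays, so the count adjusted over the list alone is not independent evidence.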

A small number of hormone associated genes were shown to respond individually to a single factor, with the vast majority of the sequences exhibiting transcriptional changes in response to both factors (Fig. 6). 

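The relevance network of Fig. 6B holds 17 transcripts, of which 8 were tested and 9 were not well above background on any array. The network itself was not rebuilt here. In untreated fruit 6 of the 8 fell after CS. In GA treated fruit 2 fell and 1 rose, and in cold stored fruit GA raised 4. Carboxymethylenebutenolidase (CMBL, ppa009589m) fell by 0.83 on the log2 scale after CS in untreated fruit (adjusted p = 6.49e-06) and by 0.28 in GA treated fruit (adjusted p = 0.00613), and was 0.61 higher with GA among cold stored fruit (adjusted p = 5.48e-05). An auxin induced 5NG4 transcript (ppa014853m) fell by 0.81 in untreated fruit (adjusted p = 0.00433) and 1.33 in GA treated fruit (adjusted p = 3.17e-04), with no difference between the cold stored groups (adjusted p = 0.99). The F box transcript ppa003137m fell by 0.47 in untreated fruit (adjusted p = 0.0112), a call that was lost when only the 6 arrays of the 2 groups were fitted. For these changes all 3 arrays of the first group lay below or above the mean of the other.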

Corregulated modules consisting of GA, auxin and ethylene metabolism were evidenced by relevance network analysis, including a module of genes coding for auxin biosynthesis and signaling, GA catabolism and an ethylene responsive protein, auxin mediated signaling and ethylene responses and biosynthesis (Fig. 6). 

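The ethylene biosynthesis transcript of Fig. 6B (ppa009263m) had a normalized log2 signal of 11.44 ± 0.03 in C, 11.47 ± 0.09 in CS, 11.47 ± 0.03 in GA and 11.36 ± 0.02 in GACS (mean ± SD, n = 3). It was called neither for the GA effect (-0.04, adjusted p = 0.472) nor for the CS effect (-0.04, adjusted p = 0.493), nor for their interaction (adjusted p = 0.279). The GA oxidases of Fig. 6B and the ACS1 and GA 2-oxidase transcripts of Fig. 6C were too dim to be tested against it.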

The opposite transcriptional behavior of the genes coding for GA and ethylene biosynthesis key enzymes in response to GA and CS was also shown (Fig. 6). In contrast, the transcription of sequences coding for auxin, GA and ethylene signaling partners exhibited a similar response to the investigated factors (Fig. 6).

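The ARF domain transcript ppa003393m of Fig. 6C fell by 0.98 on the log2 scale after CS in GA treated fruit (standard error 0.17, adjusted p = 8.16e-04), and changed by -0.02 in untreated fruit (adjusted p = 0.928). With GA it fell by 0.94 in cold stored fruit (adjusted p = 8.66e-04). The ethylene-responsive sensor ppa002692m rose after CS by 0.61 in untreated (adjusted p = 0.00165) and 0.74 in GA treated fruit (adjusted p = 7.47e-04), and was not called for the GA effect (adjusted p = 0.104). For these calls, all 3 arrays of the first group lay on the side of the change. Of the 10 transcripts of Fig. 6C, 5 were tested, and both that were called for GA and CS had the same direction under the 2 factors. The GA signaling transcript of Fig. 6B (ppa022044m) was well above background on all 3 arrays of C, on 2 of GA, on 2 of GACS and on no array of CS, where its level is only a bound, and no fold is given for it.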

**Fig. 6:**
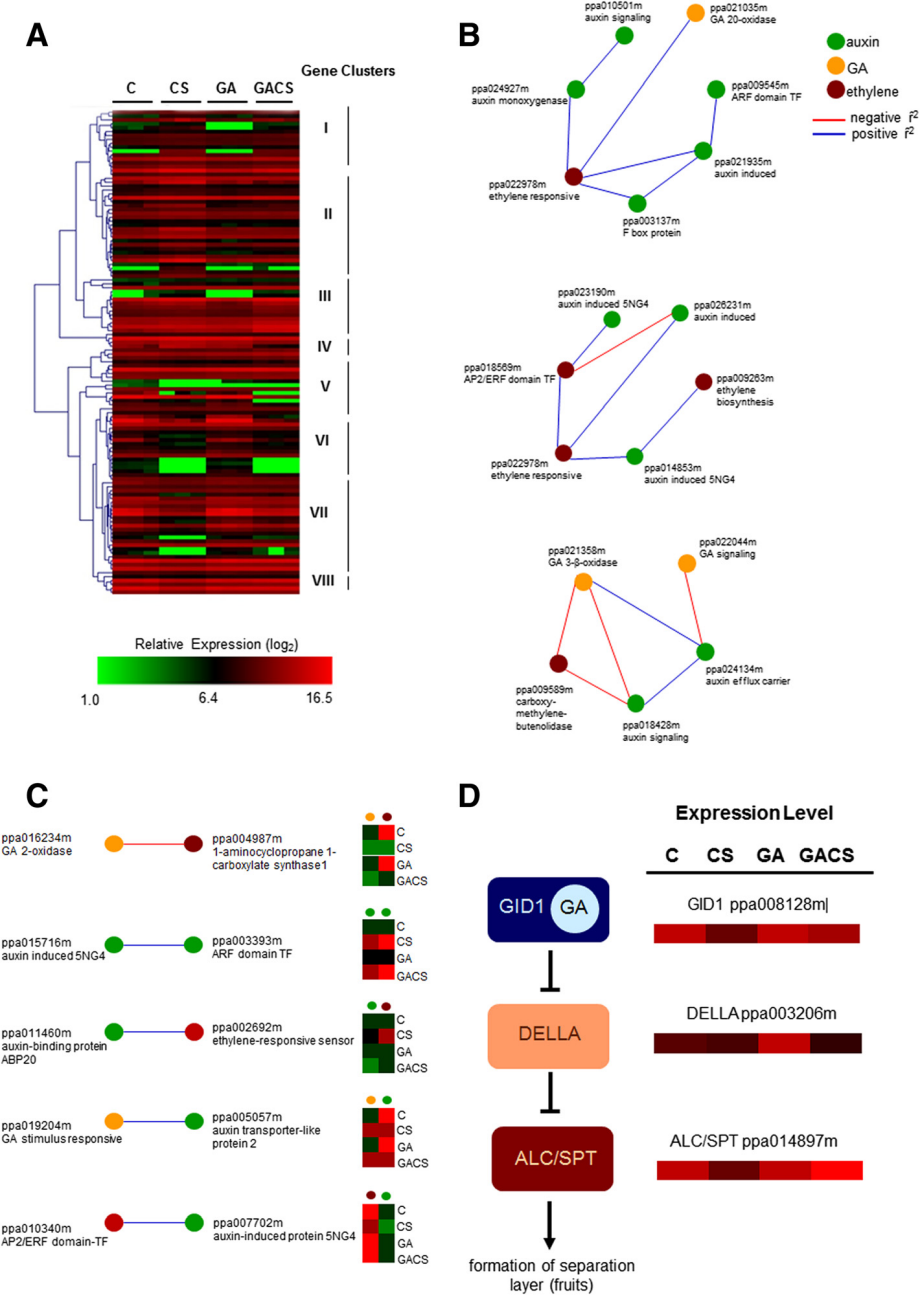
**a** Enrichment analysis of differentially expressed genes associated to hormone metabolism in peach. Experimental conditions correspond to C (control fruits, 2 days at RT); CS (hormone untreated fruits, under cold storage for 15 days); GA (hormone treated fruits, 2 days at RT) and GACS (hormone treated fruits, under cold storage for 15 days). Roman numbers represent expression clusters, by Hierarchical Clustering using Pearson Correlation. **b, c** Relevance networks constructed from the expression pattern of genes associated to hormone metabolism. Associations with negative ȓ^2^ are represented in red and those with positive ȓ^2^, in blue. Probes with no associations at 0.80 were removed. **d** Expression of GA signaling components in endocarp layer separation in response to GA and CS

### Reverse transcription quantitative PCR gene expression analyses

Microarray data validation and time course expression analyses of candidate genes associated to woolliness under CS were performed by RT-qPCR. The expression patterns observed by microarray analyses were consistently confirmed by RT-qPCR for genes associated to cell wall metabolism, redox system and photosynthesis (Additional file 2: Figure S1). 

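On the arrays, the ascorbate peroxidase APX (ppa010426m) had a normalized log2 signal of 12.05 ± 0.56 in C, 6.53 ± 0.10 in CS, 11.14 ± 0.64 in GA and 12.44 ± 0.35 in GACS (mean ± SD, n = 3). It fell by 5.52 after CS in untreated fruit (standard error 0.34, adjusted p = 1.13e-06) and rose by 1.30 in GA treated fruit (adjusted p = 0.00886). Superoxide dismutase (SOD, ppa009729m) had 12.24 ± 0.15, 11.15 ± 0.01, 12.34 ± 0.07 and 11.53 ± 0.05 in the same groups and fell by 1.09 in untreated (adjusted p = 3.58e-06) and 0.80 in GA treated fruit (adjusted p = 4.16e-05). Glutathione peroxidase (GPX, ppa011681m) had 7.36 ± 0.20, 5.42 ± 0.27, 7.91 ± 0.34 and 5.37 ± 0.07 and fell by 1.93 (adjusted p = 1.30e-05) and 2.53 (adjusted p = 5.27e-06). In each of these changes all 3 arrays of the stored group lay on the same side of the mean of the unstored group. Of the 9 transcripts of Figure S1, all were called for CS and 8 for GA, and those 8 had opposite directions under the 2 factors. The GA call was lost for PME, PG and SOD with the slide as a block. The RT-qPCR values are not analysed here.

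**Figure D6:**
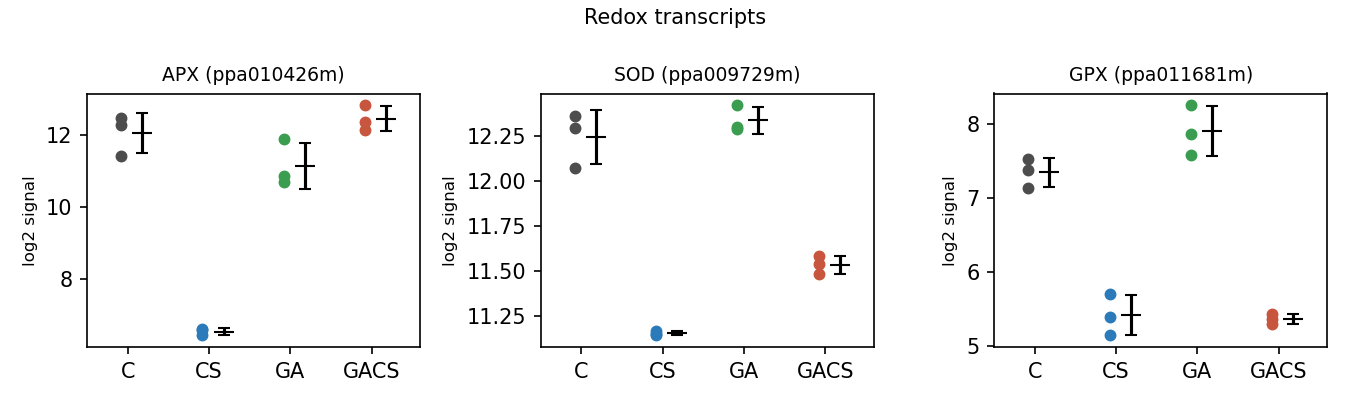
Normalized log2 signal of APX, SOD and GPX on each array by group (points), with the mean and SD of the 3 arrays beside them. The CS arrays of APX lie near 6.53, and its GACS arrays have the highest mean.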

The expression pattern of approximately 70 % of the investigated genes was similar between the microarray and RT-qPCR.

Time course analyses of cell wall metabolism genes during CS have demonstrated that the transcriptional profile of three genes associated to cell wall metabolism and one gene associated to photosynthesis were discrepant between control and GA treated fruit (Fig. 7). Interestingly, the most striking transcriptional differences between hormone treated and control fruit were found at the first half of the low temperature period for an *EXPANSIN* (*EXP*, ppa014051) coding sequence. In contrast, for *PECTIN METHYL ESTERASE* (*PME*, ppa005976) and *POLYGALACTURONASE* (*PG*, ppa025787m), the differences were greater at later stages of CS (Fig. 7). The transcription of a gene coding for a *PHOTOSYSTEM II CORE COMPLEX PROTEIN* (*PSBY*, ppa011725m) was repressed in GA treated fruit submitted to CS (Fig. 7).

**Fig. 7:**
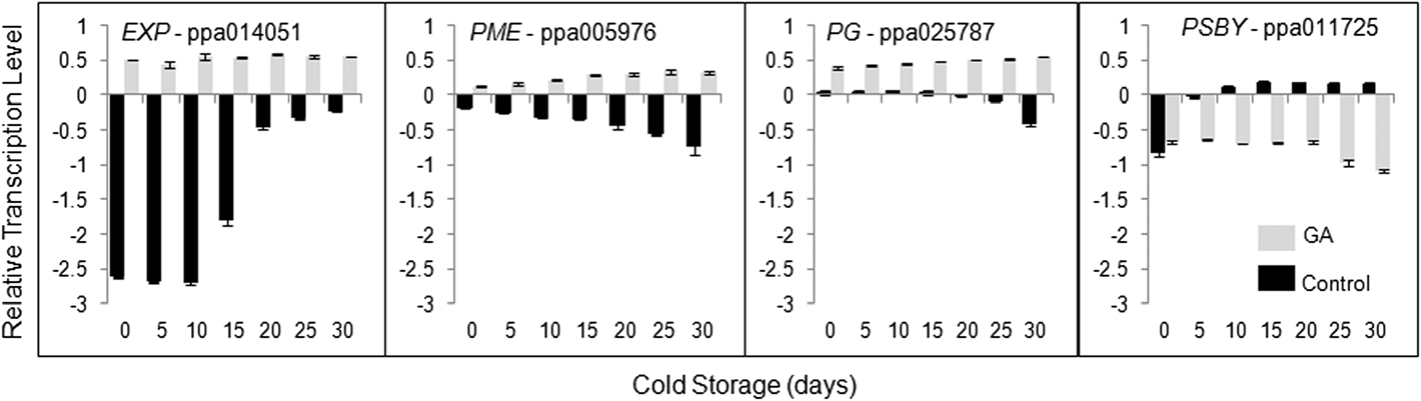
Expression kinetics of cell wall metabolism and photosynthesis genes during CS and GA-treated peaches. Values correspond to the mean ± SD (*n* = 3)

## Discussion

### Effect of GA application on peach fruit

The role of GA in fruit ripening and development remains largely unknown, although the effect of endogenous or exogenous GA on fruit growth has been shown for several species [19, 20]. Previously, we have demonstrated that exogenous application of GA at the initial stages of pit hardening effectively reduces the incidence of chilling injuries in responsive cultivars [5, 6]. Applications at later stages did not significantly affect the frequency of the disorder in stored fruit [5, 6]. Thus, the processes leading to reduced frequencies of woolliness in response to GA application are confined to pre lignification of the endocarp. In dry, dehiscent fruit of model plant *Arabidopsis thaliana*, GA has been demonstrated to negatively regulate, via DELLA repressors, the bHLH transcription factor ALCATRAZ (ALC), involved in the determination of the cell fate for the non-lignified valve margin tissues promoting fruit dehiscence [21, 22]. ALC function is partially redundant to that of another bHLH transcription factor, SPATULA (SPT) [23]. The transcriptional regulator INDEHISCENT (IND) activates the transcription of a GA-activating enzyme (GAOX1); thus, resulting in accumulation of the hormone in the separation valve layers leading to the dissociation of the DELLA repressor from ALC, allowing cell fate specification [22]. Recently, the essential role of gibberellin-mediated signaling components in fruit development has been demonstrated for plum (*Prunus salicina* L.) [20].

Peach is a fleshy fruit with hardened endocarp, termed drupe. In peach genome clear homologs of *ALC* and *IND* are absent and the most similar genes identified exhibit a non specific endocarp transcription pattern [24, 25]. In contrast, the expression of peach *SPT* homolog is consistent with a role in cell fate determination in endocarp margins [26]. Thus, in peach, *SPT* is likely to be an important factor controlling the determination of endocarp margins. Transcription of homologs of GA receptor *GID*1 and signaling components, including DELLA repressors and SPT transcription factor, was significantly altered by exogenous GA application and CS (Fig. 6). Interestingly, while all three components were repressed in response to CS and induced by GA application, the combination of both factors led to the induction of *GID*1 and *SPT* transcription (Fig. 6). 

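Between CS and C, GID1 (ppa008128m) fell by 1.31 on the log2 scale (standard error 0.15, adjusted p = 3.93e-05) and was lower on all 3 CS arrays. For DELLA (ppa003206m) the difference was -0.45 (standard error 0.27, adjusted p = 0.171) and for ALC/SPT (ppa014897m) -0.08 (standard error 0.12, adjusted p = 0.557). Without C replicate 3, DELLA was called, and over the fits without 1 array its difference lay between -0.80 and -0.17 with adjusted p from 0.00327 to 0.574. Between GA and C the differences were 0.16 for GID1 (adjusted p = 0.524), 0.91 for DELLA (adjusted p = 0.116) and 0.07 for ALC/SPT (adjusted p = 0.754). At an unadjusted p, DELLA alone of these passed. GACS was not tested against C.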

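In GA treated fruit, DELLA (ppa003206m) fell by 1.90 on the log2 scale after CS (standard error 0.27, adjusted p = 2.97e-04), with all 3 GACS arrays below the mean of the GA arrays. Its difference of -0.54 between GACS and CS was not called with all arrays (adjusted p = 0.114). It was called without C replicate 3 and with only the 6 arrays of these groups, and the adjusted p over the fits without 1 array ran from 0.0158 to 0.27, with differences from -0.67 to -0.43.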

The responsive DELLA coding sequence was down regulated by the combination of exogenous GA application and cold temperatures (Fig. 6). In other plant species the application of bioactive forms of gibberellin have been shown to stimulate the degradation of the repressive DELLA proteins and result in the loss of stress tolerance [27, 28]. Several corregulated modules consisting of genes associated to auxin, GA and ethylene metabolism were demonstrated by relevance network analyses of functionally annotated sequences (Fig. 6). 

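The transcript that Fig. 6C gives for ACS1 (ppa004987m) was not well above background on any of the 12 arrays, so that its level has only an upper bound in each of the 4 groups and no fold is given between them.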

Interestingly, exogenous GA application restored the expression levels of the key enzyme 1-aminocyclopropane 1-carboxylate synthase 1 (ACS1) of ethylene biosynthesis (Fig. 6). These observations suggest a role for CS in blocking ethylene biosynthesis and preventing woolliness in peach. Moreover, the transcriptional reprogramming of auxin biosynthesis and signaling genes in response to exogenous GA may indicate its involvement in the complex wooly phenotype of cold stored peaches. The extensive transcriptional changes observed in response to GA application (Fig. 2, Additional file 1: Table S1) and the overrepresentation of genes associated to cellular and developmental processes (Table 1, Fig. 3) and hormone metabolism (Fig. 6) in the genome wide transcriptional analyses indicate that reduced incidence of chilling induced damages is likely to result from extensive developmental reprogramming mediated by hormones in response to GA application.

### Effect of CS on peach fruit

Low temperatures have been demonstrated to affect the activity of enzymes associated to pectin metabolism in fruit [2], although the magnitude and direction of the reported effects are largely discrepant [5, 11, 29–32]. In contrast to its biochemical effect, genome wide transcriptional analyses have demonstrated a preferential repressive function of low temperatures on gene expression in peach (Figs. 2, 4, 5 and 6). 

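In untreated fruit 47.1 % of the transcripts called after CS were lower, and in GA treated fruit 44.0 %. Among calls of at least 2-fold the shares were 51.95 and 53.87 %, so that the majority depends on the threshold. The paper reasons from the profiles of Figs. 2, 4, 5 and 6 that low temperature acts preferentially by repression. From the extent of the changes under GA and the classes of genes that changed, it proposes that hormone mediated reprogramming underlies the lower incidence of chilling damage.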

Low temperatures were also able to promote the transcription of a small number of genes associated to cell wall metabolism, and those related to carbohydrate metabolism and endomembrane transport (Fig. 4). 

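The AP2/ERF transcript ppa010340m of Fig. 6C was well above background on all 3 arrays of C and of GA, on 2 GACS arrays and on no CS array. Its mean log2 signal was 7.74 ± 0.46 in GA. It was at least 3.69-fold higher in C than in CS, where CS has only a bound. This bound compares the mean normalized log2 signal of C with, on each CS array, the higher of the transcript's own signal and the lowest signal among transcripts well above background. It depends on C replicate 3 and is 6.03-fold without that array, and 2.62-fold without C replicate 1. In GA treated fruit the transcript fell by 2.46 after CS with the dim signal of GACS replicate 2 kept (adjusted p = 0.00253), and the call held without that array.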

Interestingly, the repressive effect of cold on gene expression was completely or partially alleviated by the exogenous application of GA for sequences associated to hormone metabolism and signal transduction, such as gibberellin biosynthesis oxidases and ethylene responsive transcription factors (AP2/ERF) (Fig. 6). 

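In cold stored fruit, GA raised GID1 (ppa008128m) by 0.76 on the log2 scale (standard error 0.15, adjusted p = 0.00152) and ALC/SPT (ppa014897m) by 0.87 (standard error 0.12, adjusted p = 1.61e-04), with all 3 GACS arrays above the CS mean for each. Both stayed called in each fit that left out 1 array and with the slide as a block, and neither passes a minimum change of 2-fold.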

Low temperatures had a significant repressive effect on the transcription of GA signaling components, although exogenous hormone application released the repression of *GID*1 and *SPT* homologs (Fig. 6).

In plants, the conserved C-repeat binding factor (CBF) pathway has been associated to low temperature tolerance in a wide range of evolutionary distinct species [33]. The CBF signaling network is positively regulated by the circadian clock components CCA1 and LHY [34] and functions downstream of the INDUCER OF CBF EXPRESSION 1 (ICE1) protein [33]. The hormone salicylic acid (SA) has also been shown to participate in low temperature responses in plants [35]. In peach, several genes exhibiting similarity to known partners of the CBF and SA pathway were transcriptionally affected by low temperatures (Fig. 6).

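Of the transcripts that fell after CS in untreated fruit, 2693 (46.3 %) fell less or rose in GA treated fruit by the test of the interaction, and 225 fell more. In cold stored fruit 3751 (64.4 %) were higher with GA and 267 lower. Because the CS arrays enter both comparisons, such a count lies above 0 by chance alone. With group means simulated without an interaction, 682 of 6001 transcripts that fell after CS were called higher and 272 lower. The interaction itself was called for 7941 transcripts, positive for 4176 and negative for 3765, while under 75th percentile scaling 3823 were positive and 4195 negative. It was most positive for APX (ppa010426m), at 6.82 on the log2 scale (adjusted p = 9.40e-06), and for ppa022084m, at 6.35 (adjusted p = 0.00109), among transcripts well above background on every array. The most negative were ppa008859m at -8.28 (adjusted p = 3.12e-06) and ppa010522m at -7.46 (adjusted p = 9.63e-06). With the slide as a block, the interaction was called for 4767 transcripts and 1584 of those that fell after CS fell less or rose with GA.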

Our genome wide transcription profiling has demonstrated the antagonistic role of GA on low temperature transcriptional repression in fruit (Figs. 4, 5 and 6). These findings may be associated to the distinct functional roles of gibberellins throughout plant development, since the hormone is associated to stress tolerance during germination and seedling establishment [36] and is involved in stress sensitivity in determined vegetative tissues [37].

### The role of cell wall metabolism and hormone interplay in woolliness

Woolliness is a complex phenotype observed in fruit after CS, consisting in a severe loss of juice and dry texture of the fruit flesh [2]. Peaches (*Prunus persica* Batsch.) and nectarines (*P. persica* var. *nectarina* Ait.) are highly subjected to the physiological disorder [2, 3, 8], although some cultivars exhibit reduced woolliness incidence by exogenous GA application previous to pit hardening [5, 6]. The reduction of polygalacturonase (PG) activity, and subsequent reduction in water-soluble pectins and increase in sodium-carbonate-soluble pectins, by low temperatures is considered the biochemical basis for woolliness in peaches [2]. Employing genome wide and time course expression analyses we have demonstrated that extensive transcriptional regulation occurs in stored peaches and may contribute to the biochemical changes that appear to underlie woolliness. Consistent with the reduced enzymatic activity, CS was demonstrated to preferentially repress gene expression in peach (Figs. 2, 4, 5, 6 and 7). Approximately, half of the peach transcriptome exhibited significant differential expression patterns in response to GA and CS, suggesting that extensive genetic reprogramming is the basis for the known biochemical changes during ripening.

The reduction in woolliness incidence by preharvest GA application to immature fruit, at early endocarp hardening stage is consistent with changes in the hormone mediated developmental transitions controlling ripening. In peach, low temperatures repressed the transcription of a GA receptor homolog *GID*1, a DELLA receptor coding sequence and an *ALC*/*SPT* transcriptional regulator gene. In contrast, exogenous application of the hormone up regulated these genes. In GA treated fruits, chilling for 15 days restored the expression levels of *GID*1 and *ALC*/*SPT*, whereas the combination of GA and CS further decreased the transcription of the DELLA coding sequence. In *Arabidopsis*, there is no evidence of temperature regulation of the transcription of the partially redundant *ALC* and *SPT* [23, 38, 39]. However, other members of the bHLH family of ALC and SPT, the PHYTOCHROME-INTERACTING FACTORS (PIFs), have been demonstrated to be involved in a wide range of temperature controlled processes in *Arabidopsis* [40–42].

Biochemical changes and modifications in enzyme activity are considered the most important mechanism responsible for chilling induced damage in peaches [2, 4, 8]. Our genome wide expression analyses suggest that transcriptional regulation is likely to contribute to the biochemical changes associated to postharvest processes in peach. Moreover, the over representation of genes associated to developmental ontology classes and the large number of hormone metabolism differentially regulated in response to CS and GA in peaches indicate that the physiological disorder and its reduced incidence in response to the hormone treatment are subjected to developmental regulation, as shown for other species [43–45]. In addition, genes related to photosystem I and II are differentially expressed in woolly fruit. These findings may contribute to explain the changes in chlorophyll a fluorescence during cold storage [46]. Transcript accumulation of *PSBY* is modified before chilling injury (after 15 days). Thus, the expression profile of the gene can be used as a wooliness incidence marker.

## Conclusion

In the current work, we have investigated the factors underlying the prevention of chilling injuries in peaches by the application of GA at the initial stages of pit hardening, coupling physiological analyses of a responsive cultivar to global transcriptional profiling. We have confirmed the involvement of cell wall, hormone and stress metabolism in controlling the fruits responses to low temperatures during storage and have demonstrated that GA application at the early stages of endocarp hardening alone or coupled with cold storage trigger complex transcriptional reprogramming in peaches. Our data demonstrated the transcriptional control of GA receptor and signaling partner ALC/SPT in response to the hormone application and cold storage, suggesting GA controlled developmental processes, such as determination of endocarp borders, may be involved in the determination of chilling injury susceptibility in peach.

## Methods

### Plant material

Peach [*P. persica* (L.) Batsch cv. Chimarrita] fruits used in the current study were obtained from a commercial orchard of ‘Chimarrita’ clones grafted on ‘Capdeboscq’. Permission to sample and harvest the fruits was requested before the experiments and granted by the orchard owner. ‘Chimarrita’ fruits have white, melting flesh that is semi-adherent to the endocarp, The ripening cycle is intermediate in Brazilian growth conditions, lasting 115 days from anthesis to fruit ripening. Three biological replicates, each consisting of 20 trees, were selected based on uniformity and conducted as follows: for GA treatment, plants were sprayed at 400 L ha^−1^ of a solution of 50 mgL^−1^ of GA (Pro-Gibb, Abbot Laboratories, North Chicago, USA, 10 % m/m) supplemented with 0.05 % (v/v) surfactant (Silwet, Momentive Performance Materials Inc., Waterford, NY) pH 4.5, at the initial stage of the pit hardening (45 days after anthesis, DAA) (Additional file 3: Figure S2). Untreated control plants were sprayed with the solution without hormone. Fruits from treated and control plants were harvested at light green ground coloration, corresponding to the pre-climacteric stage [6]. Each biological replicate consisted of 280 fruits (14 fruits from each tree), totalizing 840 fruits per treatment.

### Postharvest conditions

Woolliness symptoms are distinguishable in peaches after two days at room temperature (RT, 25 ± 2 °C). Thus, analyses were performed after the 2-day RT period for all sampling points. Fruits were collected at harvest and up to 30 days under CS at 0 ± 0.5 °C and 90 ± 5 % of relative humidity, at five day intervals. Experiments were conducted in triplicates, consisting of 40 fruits. Experimental design and sampling points are schematically represented in Additional file 3: Figure S2.

### Woolliness evaluation

Incidence of woolliness was evaluated by manually squeezing the fruits, as described by Pegoraro et al. [6]. Fruits failing to release juice when squeezed were considered woolly. Normal distribution, homoscedasticity and residue independence of woolliness data were tested by Shapiro Wilk, Hartley test and graphic analyses, respectively. Data were subjected to F test (p ≤ 0.05) ANOVA. Statistically significant results were compared by *t* test (p ≤ 0.05) for gibberellic acid and factor interaction effects, when present. Least significant differences (LSD) between the means were plotted and considered significant in the absence of overlapping vertical bars. Time course effects were investigated by non-linear regression models (p ≤ 0.05), as follows: y = y*0* + ae^bx^, where: y = response of interest variable; y*0* = minimal woolliness; a = maximum estimated value for the response variable; b = slope; x = time (days); e = constant.

### RNA extraction

Samplings for genome wide transcriptional profiling were carried out at harvest and 15 days after CS (Additional file 3: Figure S2). This time point corresponds to the beginning of woolliness occurrence in untreated peaches. Total RNA extraction was carried out from 2 g of pulp, using a cetyltrimethylammonium bromide (CTAB) method described by Zeng Y, Yang [47]. Quantity and quality of the isolated RNA were spectrophotometrically analyzed with NanoDrop (NanoDrop, Thermo Scientific, Wilmington, DE), agarose gel and capillary electrophoresis using 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Hybridizations and qRT-PCR experiments were performed with samples with RIN ranging from 8.5 to 9.3 [48]. Time course expression analyses during CS employed RNA extracted from 100 mg of fruit pulp using PureLink kit (LifeTechnologies, Carlsbad, CA), as described by the manufacturer. Nucleic acid quality and quantity were determined as described previously. All samples were treated with DNase I (LifeTechnologies, Carlsbad, CA) for complete removal of genomic DNA, as confirmed by qPCR employing primers for *TRANSLATION ELONGATION FACTOR* 2 (*TEF2*) gene.

### Microarray hybridization

Microarray hybridizations were performed for biological triplicates of each experimental treatment using the μPEACH3.0 platform [49], with 1000 ng of total RNA for cDNA synthesis, following the protocol described by the manufacturer (Agilent Technologies, Santa Clara, CA). Slides were scanned using the Agilent Scanner and fluorescence data was determined by Agilent Scan Control software following the manufacturer’s instructions. Data were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE71470.

### Microarray data analyses

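In the scanner files, each spot has a mark for a signal well above background. It was set for 59.1 to 63.3 % of the spots per array. For the values given beside the results, spots with the mark were kept and averaged, and transcripts without any such spot on an array kept their dim signal there. A spot with the mark was found on all 12 arrays for 15932 transcripts and on none for 8288. Spots that the software called outliers, 108 to 146 per array, were left out.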

Microarray data produced by the Agilent microarray scanner were preprocessed by removal of spots considered ‘well above background’ by the Agilent pre-processing software (Agilent Feature Extraction Software). 

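The array has 27575 transcripts with 2 spots and 2169 with 3. Before normalization the 75th percentile of the signal ran from 902 to 1605 across the arrays on the linear scale, and the median from 99.3 to 180. Quantile normalization gives each array the same distribution of values, so a change of most transcripts in one direction would be removed. As an alternative, the signals were only scaled to the 75th percentile of each array.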

For each probe, intensity data of the two spots were averaged and quantile-normalized using R library ‘preprocessCore’ [50]. The quality of normalized data was assessed employing the LIMMA package [51] in R statistical programming language [51] at Bioconductor, by raw intensity box plots and density plots. Pairwise treatment conditions were compared by MA plots, where M = log_2_array^i^/array^j^ and A = 1/2*log_2_(array^i^*array^j^). Differential gene expression was analyzed using the LIMMA [51] and Gene Set Enrichment Analysis (GSEA) packages [52] at the Multi Experiment Viewer (MeV), EASE Expression Analysis Systematic Explorer version 4.9 software [53], employing a 2 × 2 factorial design on fruits at harvest and submitted to cold storage, with the factors being GA treatment (absent and present) and Cold Storage (present and absent).

The logical relations among the differentially expressed genes in the treatments were identified using the Venny software [54]. Differentially expressed genes were classified by ontology using singular enrichment analysis (SEA) and parametric analysis of gene set enrichment (PAGE) at AgriGo (http://bioinfo.cau.edu.cn/agriGO/index.php) and classified to metabolic pathways using MapMan v. 3.6 ORC1 software [55]. Relevance networks were constructed by comprehensively comparing all features with each other in a pair-wise manner over the treatments, using ȓ ^2^ [56].

### Reverse transcription quantitative PCR (RT-qPCR) expression analyses

Time course analyses of gene expression during CS and microarray profile validations were performed by RT-qPCR. Synthesis of cDNA was carried out from 1000 ng of total RNA using Oligo d(T) (LifeTechnologies, Carlsbad, CA) primers and SuperScriptIII/RNAse Out Mix (LifeTechnologies, Carlsbad, CA), according to the manufacturer recommendations. Primers were designed for coding sequences of the candidate reference genes from the *Prunus persica* genome, available at the Genome Database for Rosaceae (GDR, − http://www.rosaceae.org/), using the default parameters of the software Primer3Plus [57]. Primer data are presented in Additional file 4: Table S2.

Primers were validated by amplification curve analyses employing a pool of cDNAs from all tested conditions, at five distinct concentrations. Oligonucleotide specificity and absence of primer dimers were checked by posttranscriptional dissociation curves. Quantitative PCR was carried at a StepOne^TM^ Real Time PCR System (LifeTechnologies, Carlsbad, CA) and the SYBR^TM^ Green PCR Master Mix (LifeTechnologies, Carlsbad, CA). The reactions started with a denaturation step at 95 °C for 10 min, followed by 40 cycles consisting of 15 s at 95 °C and 1 min at 60 °C, finalized by the dissociation curve with denaturation at 95 °C for 15 s, cooling at 60 °C for 1 min and gradual heating, at 0.3 °C steps, up to 95 °C. A negative, no template control (NTC), was used to confirm the absence of genomic DNA. Expression data were normalized employing *RNA POLYMERASE* II (*RP* II), *UBIQUITIN* C (*UB*C) and *TEF*2 as reference genes and calibrated using samples from fruits kept at RT for two days after harvest, which are considered optimum for human consumption.

### Availability of supporting data

The data set supporting the results of this article is included within the article and its additional files. Microarray hybridization data were deposited in the Gene Expression Omnibus (GEO) database under accession number GSE71460.

## Additional files

Additional file 1: Table S1. Genes exhibiting significant differential expression in peach. Analyses were performed as a factorial 2 × 2 design, using the LIMMA (Linear Models for Microarray and RNAseq Data) package (Smyth, 2005) at Bioconductor. (XLSX 4527 kb) Additional file 2: Figure S1. Expression validation of microarray genes by RT-qPCR for cold stored and GA treated fruits. Represented genes are functionally classified to cell wall metabolism (EXP - ppa014051m, PME - ppa005976m and PG - ppa025787m), photosynthesis light reactions (PSBY - ppa011725m, PSI-L - ppa011229m and PSI-RC - ppa010953m) and redox metabolism (APX - ppa010426m, SOD - ppa009729m and GPX - ppa011681m). Values correspond to the mean ± SD (*n* = 3). (PDF 127 kb) Additional file 3: Figure S2. Schematic representation of the fruit sampling points used in the current study. Sampling of the fruits for molecular and sensory analyses started after two days at room temperature (RT). Triangles represent sampling points for wooliness detection (black), microarray hybridizations (white) and time course expression analyses by RT-qPCR (spotted). (PDF 118 kb) Additional file 4: Table S2. Peach (*Prunus persica* (L.) Batsch.) genome and amplification information on the RT-qPCR primers used in the current study.

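Table S1 gives a mean log2 value for each of 4 numbered groups and log fold changes for numbered pairs. In the part of the table used here, the column 1vs.2 equals the value of group 1 minus that of group 2 to within 9.33e-05, the column 1vs.3 equals group 3 minus group 4 to within 0.0001, and 1vs.4 equals the difference of those differences, (3 − 4) − (1 − 2), to within 0.00015. The legend does not name the groups by treatment.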

## Abbreviations

ACS: 1-aminocyclopropane 1-carboxylate synthase 1
ALC: ALCATRAZ
ANOVA: analysis of variance
AP2/ERF: APETALA2/ethylene responsive factor
bHLH: basic helix-loop-helix
CBF: C-repeat binding factor
CCA1: circadian clock associated 1
cDNA: complementary DNA
CS: cold storage
CSGA: cold storage_ gibberellic acid
CTAB: cetyltrimethylammonium bromide
DAA: days after anthesis
DELLA: DELLA protein
DNA: deoxyribonucleic acid
EASE: expression analysis systematic explorer
EXP: expansin
GA: gibberellic acid
GAOX1: gibberellin oxidase1
GDR: genome database for rosaceae
GID1: gibberellin insensitive dwarf1
GO: gene ontology
GSEA: gene set enrichment analyses
ICE1: inducer of CBF expression
IND: indehiscent
LHY: late elongated hypocotyl
LIMMA: linear models for microarray data
LSD: least significant differences
MeV: multi experiment viewer
NTC: no template control
PAGE: parametric analysis of gene set enrichment
PG: polygalacturonase
PIFs: phytochrome-interacting factors
PME: pectin methyl esterase
PSBY: photosystem II core complex protein
RNA: ribonucleic acid
RP II: RNA polymerase II
RT: room temperature
RT-qPCR: reverse transcription-quantitative polymerase chain reaction
SA: salicylic acid
SEA: singular enrichment analysis
SPT: SPATULA
TEF2: TRANSLATION ELONGATION FACTOR 2
UBC: UBIQUITIN C

# Supplementary material for: Transcriptional regulatory networks controlling woolliness in peach in response to preharvest gibberellin application and cold storage
**Source:** BMC Plant Biol. 2015 Nov 18;15:279. doi: 10.1186/s12870-015-0659-2
**Supplement:** Additional file 2: Figure S1. — Expression validation of microarray genes by RT-qPCR for cold stored and GA treated fruits. Represented genes are functionally classified to cell wall metabolism (EXP - ppa014051m, PME - ppa005976m and PG - ppa025787m), photosynthesis light reactions (PSBY - ppa011725m, PSI-L - ppa011229m and PSI-RC - ppa010953m) and redox metabolism (APX - ppa010426m, SOD - ppa009729m and GPX - ppa011681m). Values correspond to the mean ± SD (n = 3).

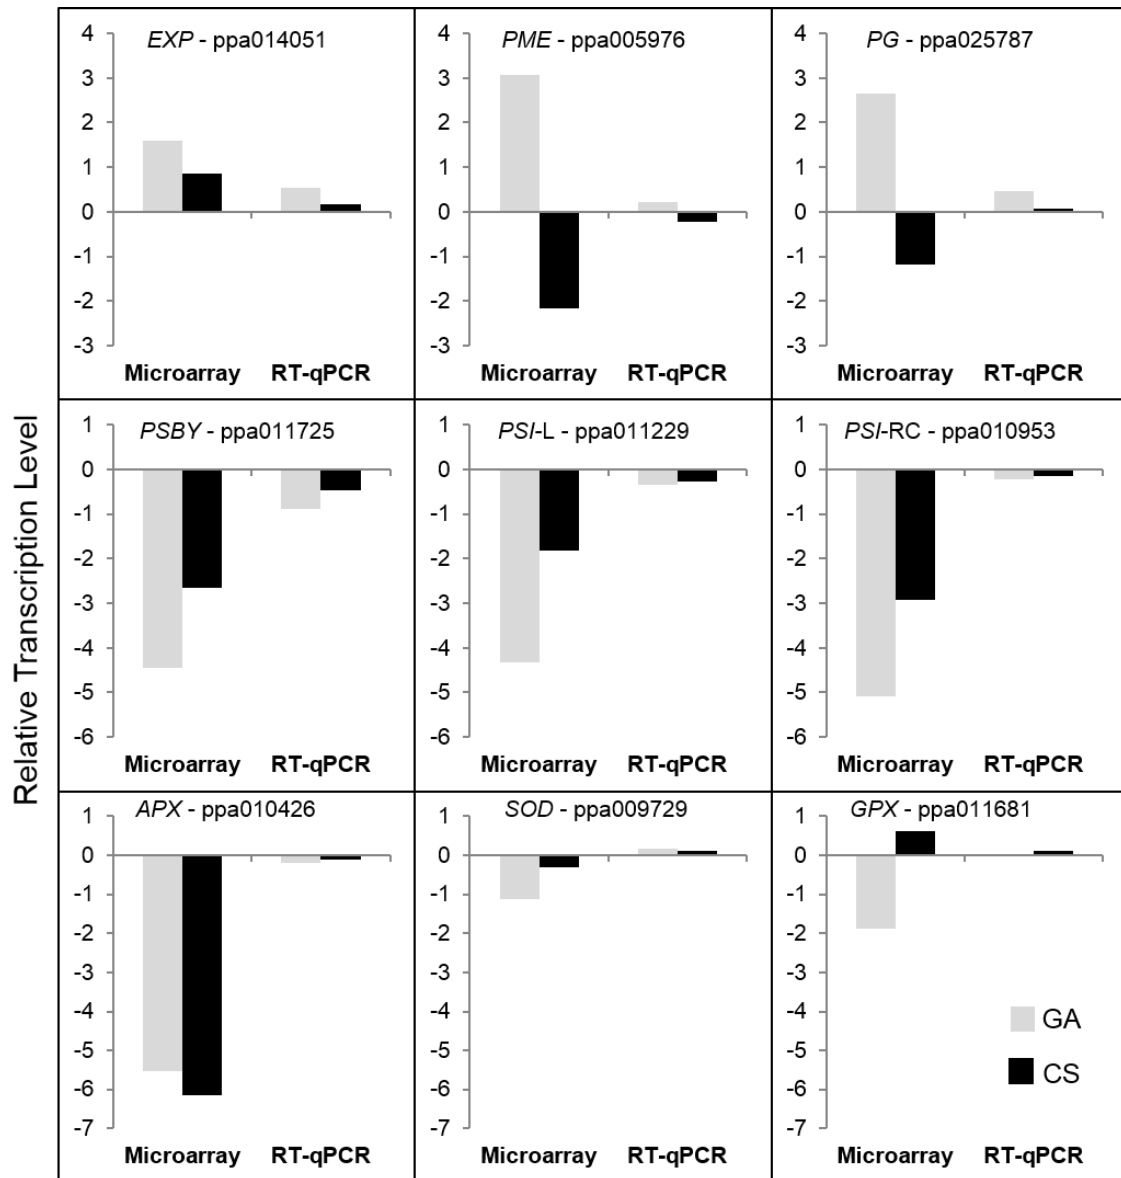

**Additional file 2: Figure S1.** Expression validation of microarray genes by RT-qPCR for cold stored and GA treated fruits. Represented genes are functionally classified to cell wall metabolism (*EXP* - ppa014051m, *PME* - ppa005976m and *PG* - ppa025787m), photosynthesis light reactions (*PSBY* - ppa011725m, *PSI-L* - ppa011229m and *PSI-RC* - ppa010953m) and redox metabolism (*APX* - ppa010426m, *SOD* - ppa009729m and *GPX* - ppa011681m). Values correspond to the mean  $\pm$  SD (n = 3).

# Supplementary material for: Transcriptional regulatory networks controlling woolliness in peach in response to preharvest gibberellin application and cold storage
**Source:** BMC Plant Biol. 2015 Nov 18;15:279. doi: 10.1186/s12870-015-0659-2
**Supplement:** Additional file 3: Figure S2. — Schematic representation of the fruit sampling points used in the current study. Sampling of the fruits for molecular and sensory analyses started after two days at room temperature (RT). Triangles represent sampling points for wooliness detection (black), microarray hybridizations (white) and time course expression analyses by RT-qPCR (spotted).

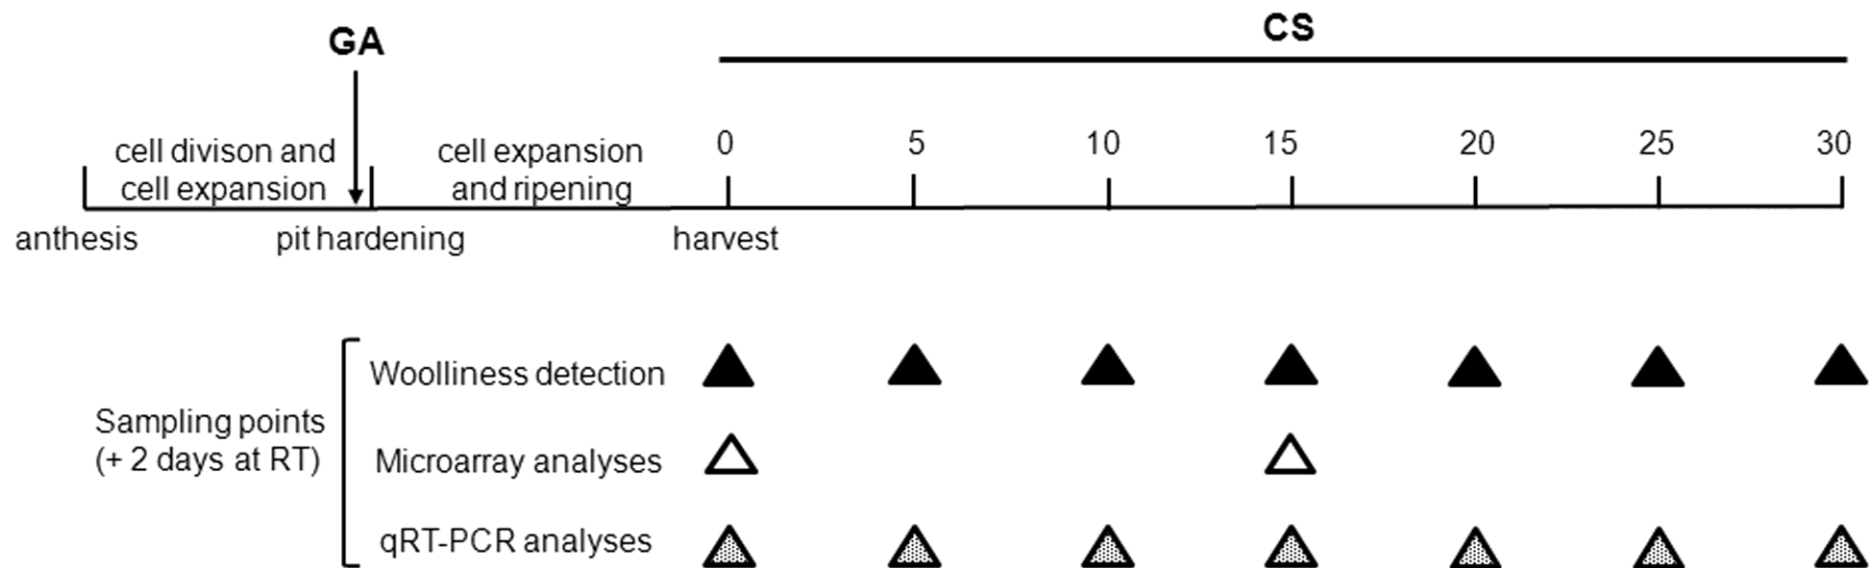

**Additional file 3: Figure S2.** Schematic representation of the fruit sampling points used in the current study. Sampling of the fruits for molecular and sensory analyses started after two days at room temperature (RT). Triangles represent sampling points for wooliness detection (black), microarray hybridizations (white) and time course expression analyses by RT-qPCR (spotted).

# Supplementary material for: Transcriptional regulatory networks controlling woolliness in peach in response to preharvest gibberellin application and cold storage
**Source:** BMC Plant Biol. 2015 Nov 18;15:279. doi: 10.1186/s12870-015-0659-2
**Supplement:** Additional file 4: Table S2. — Peach (Prunus persica (L.) Batsch.) genome and amplification information on the RT-qPCR primers used in the current study.

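Reference transcripts of the RT-qPCR in Table S2 were also measured on the arrays. TEF2 (ppa001368m) rose by 0.28 on the log2 scale after CS over both GA levels (adjusted p = 5.86e-04) and fell by 0.37 with GA (adjusted p = 2.90e-04). RPII (ppa016873m) rose by 0.35 after CS (adjusted p = 9.07e-04) and fell by 0.23 with GA (adjusted p = 0.0162), the latter call being lost with the slide as a block. Neither changed by 2-fold.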

**Additional file 4: Table S2.** Peach (*Prunus persica* (L.) Batsch.) genome and amplification information on the RT-qPCR primers used in the current study.

| Gene<br>description/<br>acronym                                 | Accession code | Primer Sequence (5' to 3') |                          | Amplicon<br>size (bp) | Temperature of<br>melting (°C) |         |
|-----------------------------------------------------------------|----------------|----------------------------|--------------------------|-----------------------|--------------------------------|---------|
|                                                                 |                | Forward                    | Reverse                  |                       | Forward                        | Reverse |
| Expansin<br>( <i>EXP</i> )                                      | ppa014051m     | TGGTGAGTGTTTCTGCT<br>TGC   | CAGAGCCTCCGTAGAAG<br>GTG | 129                   | 60.03                          | 60.01   |
| Pectin<br>methylesterase<br>( <i>PME</i> )                      | ppa005976m     | ACCCACAACACCCAAAA<br>GAA   | ATGAGGTTCGGGTGAGT<br>CAG | 131                   | 60.25                          | 60.11   |
| Polygalacturo<br>nase ( <i>PG</i> )                             | ppa025787m     | CACCAAAGCCTTCCTCT<br>CTG   | GAAGGTGATGGCGTTGT<br>TCT | 136                   | 59.98                          | 60.12   |
| Photosystem<br>II core<br>complex<br>protein<br>( <i>PSBY</i> ) | ppa011725m     | AAGTGCATGAGCACCAA<br>CAC   | TGTTGATGCTGGGAATTT<br>CA | 130                   | 59.76                          | 60.05   |
| Photosystem I<br>subunit L ( <i>PSI</i><br>– L)                 | ppa011229      | CCATCAATGGTGATCCC<br>TTC   | CCACCTCAATACCCCTGA<br>GA | 132                   | 60.13                          | 59.92   |

|                                                                       |            |                                |                              |     |       |       |
|-----------------------------------------------------------------------|------------|--------------------------------|------------------------------|-----|-------|-------|
| Photosystem I<br>reaction<br>center subunit<br>III ( <i>PSI</i> – RC) | ppa010953  | CGTGAGAAGCAGCAGAT<br>CAA       | AACCCTGCTTGCCATAGT<br>TG     | 133 | 60.52 | 59.98 |
| Ascorbate<br>peroxidase<br>( <i>APX</i> )                             | ppa010426m | AATGCTACCCGACTGTG<br>AGC       | TCGGAGCTTTCTCTTGCA<br>TT     | 65  | 60.3  | 60.1  |
| Superoxide<br>dismutase<br>( <i>SOD</i> )                             | ppa009729m | TGAGCTTGTGGATGACC<br>TTG       | TGCATTGCCAGTGCTTAG<br>AC     | 61  | 59.8  | 60.0  |
| Glutathione<br>peroxidase<br>( <i>GPX</i> )                           | ppa011681m | TATGGCTGAAGGAAGTT<br>CCAAA     | TTAAACCACATTGGGAAG<br>CAAC   | 131 | 60.9  | 61.1  |
| Translation<br>elongation<br>factor 2<br>( <i>TEF2</i> )              | ppa001368m | GGTGTGACGATGAAGA<br>GTGATG     | TGAAGGAGAGGGAAGGT<br>GAAAG   | 129 | 59    | 60    |
| RNA<br>polymerase II<br>( <i>RPII</i> )                               | ppa016873m | TGAAGCATACACCTATG<br>ATGATGAAG | CTTTGACAGCACCAAGTAG<br>ATTCC | 128 | 60    | 58    |
| Ubiquitin C<br>( <i>UBC</i> )                                         | ppa007117m | AAGGCTAAGATCCAAGA<br>CAAAGAG   | CCACGAAGACGAAGCAC<br>TAAG    | 146 | 58    | 58    |

How the deposited data were processed for this re-analysis (not part of the article)

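Mesocarp RNA of untreated and GA treated peaches, without and after 15 days of cold storage, was measured on 12 one-colour arrays, 3 for each of the 4 groups C, CS, GA and GACS. The groups and replicate numbers were taken from the array labels and the paper, and every array could be mapped. The authors deposited the intensity of each spot as the scanner software wrote it, background-corrected and detrended by that software on a linear scale and not normalized between arrays, with the mean spot intensity and the local background beside it. Each spot also has deposited marks, among them 1 for a signal well above background and others for outliers and saturation. They also deposited a table of the intensity of each spot of the same arrays on a linear scale, with equal distributions across the arrays and the order of the scanner values, as quantile normalization over all spots gives, control spots included. Spots of a probe are not averaged in it, and it served as an alternative after conversion to log2. The genome build behind the gene models is not stated in the files, and no transcript name was found in the reference table (0 matches), so that transcripts carry the names of the array design and the names the paper pairs with them. All value columns of the files were used or assigned (0 left over).

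Control spots and spots that the software called outliers were left out. The background-corrected signals of the spots of a transcript were averaged, using the spots well above background where there was at least 1. The averages were quantile-normalized across the arrays and converted to log2. A transcript was tested if it was well above background on all 3 arrays of at least 1 group. A value that is not well above background is a bound only. One linear model with a mean per group was fitted over all 12 arrays with limma 3.58.1 in R 4.3.3, with lmFit and eBayes, and tables were handled with data.table 1.17.8. The contrasts were the GA effect over both storage levels, the CS effect over both GA levels, their interaction and the 4 comparisons between single groups. A moderated F test covered the differences between any of the groups. Transcripts with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The interaction is the GA effect after CS minus the GA effect at harvest, which equals the CS effect in GA treated fruit minus that in untreated fruit.

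The model was tested on simulated data over 18862 transcripts in which some were changed by 1.5 on the log2 scale. It called 95.0 % of the transcripts changed by GA at harvest, 83.5 % of those with an interaction and 97.7 % of those changed between any groups, with 0 calls in the wrong direction for the contrasts. Unchanged transcripts made 4.04 % of the calls for GA at harvest and 6.70 % for the interaction. Smaller changes between single groups were not simulated, and the simulated noise was independent.

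The text names the transcripts that the paper identifies and the transcripts with the largest effects among those called, well above background on every array and, for the GA and CS effects, changed in the same direction at both levels of the other factor. That rule gives 3 transcripts per direction, and the first 2 are printed because these transcripts have no gene name here. The signal over background is given beside the description of the arrays. With 3 arrays per group, their number limits the precision.

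Alternatives in processing were 75th percentile scaling in place of quantile normalization, normexp background correction with an offset of 50, the normalized values deposited by the authors, dim values set to 1 on the log2 scale, other filters on dim probes, an average over all spots, a variance prior with trend and robust estimation, an unadjusted p, a minimum change of 2-fold, the replicate number or the slide as a block, each array left out in turn, and only the 6 arrays of the 2 groups compared. Another alternative, which joins the values deposited by the authors with dim values set to 1, no filter and an unadjusted p, was chosen after seeing the data. Tests of gene sets, GO classes and MapMan categories were not made, since no annotation used here covers the transcripts of the array. The woolliness scores and RT-qPCR values were not analysed here.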

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

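Except for the comparison with other groupings of the arrays, the tests of explanations in this part were chosen only after the result was seen, although the processing settings that they use had been set beforehand.

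The effect of CS differed between untreated and GA treated fruit in 7941 transcripts by the test of the interaction. Of 100 groupings of the 12 arrays into 4 groups of 3, the real one included, 2 gave as many, and the largest count among the others was 9065. These splits carry the effects of both factors into the interaction, so that chance cannot be excluded by them. Independent noise of the arrays is argued against as the whole cause, since data simulated with the same variances and no interaction gave 0 calls by limma and 919 at an unadjusted p, against 9544 in the real data. Noise shared by many transcripts of an array is not part of that simulation. The normalization is argued against as the whole cause, since 8018 transcripts were called without quantile normalization, 7472 of them the same. Signal near background is argued against by 6892 calls among transcripts well above background on all 12 arrays. C replicate 3, which lay apart from the other C arrays, is argued against by 9476 calls without it, 7646 of them the same.

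The slides remain open for part of these transcripts. All C arrays were on slide 1 and all GA arrays on slide 2, so that a slide difference enters the GA effect at harvest. With the slide as a block 4694 of the transcripts remained called and 3247 were lost. An additive slide difference alone is argued against for those that remained. Among those lost, 76.69 % had a slide difference within CS and within GACS with the sign of the interaction, but the block subtracts that difference, so that lost calls are selected for it and the share decides nothing. Over all interaction calls it was 66.6 %. For the lost calls slide and interaction cannot be told apart, since C and GA lay on different slides. That GA treatment before pit hardening changes how the fruit responds to cold stays open as a biological hypothesis.

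Single transcripts that the paper names showed the same kind of difference on the log2 scale. The interaction was 6.82 for APX, 2.68 for PSBY, 1.94 for PSI-RC, 1.81 for PSI-L, 1.596 for the auxin signaling transcript ppa018428m, 1.36 for the auxin signaling transcript ppa010501m, 0.80 for ALC/SPT, 0.60 for GID1 and 0.54 for CMBL. It was negative for DELLA (-1.45), the ARF domain transcript ppa003393m (-0.96) and the RT-qPCR reference TEF2 (-0.34). Of these, PSI-L, GID1 and ppa003393m lost the call with the slide as a block, and GID1 lost it in 10 of the 12 fits without 1 array, with values from 0.49 to 0.75 and adjusted p from 0.00775 to 0.0958. GID1 also lost it under 75th percentile scaling and with no filter on dim probes. TEF2 lost it without C replicate 2 and without GACS replicate 1. No technical explanation other than those above was tested for single transcripts.

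Of the transcripts printed for the largest GA effects, CS effects or interactions, some were also called for the interaction. It was 5.51 for ppa013058m, 4.20 for ppa027232m, 6.35 for ppa022084m and 2.77 for ppa013981m, and -8.28 for ppa008859m, -7.46 for ppa010522m and -4.64 for ppa008267m. It was not called for ppa007099m (-0.11, adjusted p = 0.838), ppa005612m (0.29, adjusted p = 0.652) and ppa009649m (-1.30, adjusted p = 0.178), which were printed for the CS effect. The transcripts ppa022084m, ppa010522m and ppa008859m are among the largest interactions by choice. They were chosen for the size of an effect, so their values lie above those of most transcripts, and no gene name is given for them here.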

How the results depend on the processing

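Processing alternatives were set before the data were examined, except for 1 that joins the values deposited by the authors with dim values set to 1, no filter and an unadjusted p, which was chosen after seeing the data. A count is called moved here when it differs by more than 1.5 times.

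Leaving aside GA at harvest, 34 counts of transcripts were compared. All 34 stayed within 1.5 times under 75th percentile scaling, normexp, the deposited normalized values, dim values set to 1, both other filters on dim probes, an average over all spots, trend and robust estimation, the replicate block, and each fit without 1 array. With the slide as a block 29 did, and with an unadjusted p 33.

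A minimum change of 2-fold removes small changes by construction and lowered all 34. It left 7468 transcripts changed between any groups. The GA effect had 1749 (959 higher, 790 lower), the CS effect 4014 (1783 higher, 2231 lower) and the interaction 3833 (2074 positive, 1759 negative). CS in untreated fruit had 5066 (2434 higher, 2632 lower), CS in GA treated fruit 4004 (1847 higher, 2157 lower) and GA after CS 4338 (2274 higher, 2064 lower). By direction 1002 were lower and 1026 higher under both factors, 2782 were higher under GA and lower under CS, and 2658 the reverse. Of the transcripts called for both, 97 were lower under both, 57 higher under both, 580 higher under GA and lower under CS, and 368 the reverse. There were 647 called for GA alone, 2912 for CS alone and 1102 for both. Of the transcripts that fell after CS in untreated fruit, 1125 fell less or rose with GA, 57 fell more, 1444 were higher in GACS than in CS and 55 lower. At 2-fold the majority of CS calls changed from higher to lower.

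With the slide as a block, the interaction had 4767 calls (2443 positive, 2324 negative). Of the transcripts that fell after CS, 1584 fell less or rose with GA and 87 fell more. The block leaves fewer degrees of freedom and separates GA from C only through the stored groups. The transcripts that fell more numbered 352 at an unadjusted p, which is a looser threshold, and 338 in the setting chosen after seeing the data.

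GA at harvest, with 27 transcripts (12 higher, 15 lower), moved most. It had 95 under 75th percentile scaling (58 higher, 37 lower), 100 with normexp (42 and 58), 335 with dim values set to 1 (86 and 249), 96 among transcripts well above background on all arrays (34 and 62) and 67 with trend and robust estimation (22 and 45). The cause was not tested. At an unadjusted p it had 4314 (1841 and 2473), and 4662 (1778 and 2884) in the setting chosen after seeing the data. At least 2-fold, 11 remained (5 higher, 6 lower). With the slide as a block limma called 0 (0 higher, 0 lower), with 1756 at an unadjusted p under 0.05, and with only the 6 arrays of C and GA it also called 0, with 2552 at an unadjusted p. Leaving out 1 array gave 0 to 132 calls (0 to 48 higher, 0 to 84 lower), the lowest without GACS replicate 3, where 3822 had an unadjusted p under 0.05, and the highest without C replicate 1. The number of transcripts changed by GA at harvest therefore depends on the processing.

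Replicate numbers did not pair the arrays. Of 18 pairs of arrays with the same number in different groups, 4 had deviations from the group means that correlated across transcripts above 0.1, with a median r of -0.0017 and a range of -0.21 to 0.41. The 36 pairs with different numbers had a median of -0.0055, and 6 were above 0.1. With the replicate block GA at harvest had 117 calls, 99 of them lower, and of the calls for named transcripts 1 changed, the interaction of GID1.

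For the named transcripts, 301 results were recomputed, giving 7683 values. Among these 7393 kept their direction and their side of the threshold, 192 fell short of the threshold, 98 passed it in addition, and 0 of the called effects changed direction. The total includes results that were called in neither setting. Of the 192, 48 came from the minimum of 2-fold and 19 from the slide block. On the arrays, the signal over background limits what can be seen, since 13 of the 42 transcripts that the paper names were well above background on no array. The comparison of camera with fry was not run, because no gene sets were tested.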

Differences from the paper's values

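The paper's count of changed transcripts, 13846 or 48.26 %, and the values here, 15970 or 53.7 %, are within 1.5 times of each other. The directions were not. The paper's counts are 4912 transcripts lower under both GA and CS (35.4 %) and 4657 higher under both (33.63 %), against 2014 (12.61 %) and 2558 (16.02 %) here. The paper's counts with opposite directions are 2386 induced by GA and repressed by CS (17.23 %) and 1891 repressed by GA and induced by CS (13.7 %), against 5279 (33.06 %) and 6119 (38.32 %). Under all 24 alternatives set before the data were examined, and the setting chosen after seeing the data, the percentages and the counts under both factors stayed different. A minimum change of 2-fold alone brought the opposite counts within 1.5 times of the paper's, at 2782 and 2658, and it moved the total to 7468.

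Contrasts other than the GA and CS effects come closer to the 4 percentages of Fig. 2. The signs of CS against C and of (CS − C) − (GACS − GA) lie within 2.32 percentage points, the GA effect with GA against C within 1.53, and 4 of the 42 ordered pairs of contrasts are within 5 points, while the GA and CS effects are 24.6 points away. These pairs were compared after the values were seen.

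In Figure S1 most array bars, read by eye, differ from the effects over both levels of the other factor. For GA the paper's log2 change is about 1.6 for EXP against -1.88 here, about 3.1 for PME against -2.00, about 2.6 for PG against -2.40, about -4.4 for PSBY against 2.03, about -4.3 for PSI-L against 1.57 and about -5.1 for PSI-RC against 1.84. It is about -5.5 for APX against 2.50, about -1.1 for SOD against 0.24 and about -1.9 for GPX against 0.25. For CS it is about -2.2 for PME against 4.14, about -1.2 for PG against 3.59, about -2.6 for PSBY against -3.09, about -1.8 for PSI-L against -3.07, about -2.9 for PSI-RC against -4.11, about -6.1 for APX against -2.11, about -0.3 for SOD against -0.95 and about 0.6 for GPX against -2.23. The CS bar of PSBY lies just outside the residual SD of the fit for its transcript (0.38). The CS bar of EXP, about 0.85 against 1.31 here, is the only one of the 18 within that SD (0.50 for EXP). For that reason it was not counted as different, and it differed in 5 of 25 settings. The other bars differ under each of the 24 alternatives and in the setting chosen after seeing the data. The bars were read knowing the array values. The contrasts CS − C for the GA bars and (CS − C) − (GACS − GA) for the CS bars, chosen after the values were seen, come to within a median of 0.0322 and 0.0705 of them. The largest gaps are 0.412 and 0.96.

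The paper describes CS as mainly repressive. Over both GA levels 7338 transcripts were higher and 5972 lower after CS here, in untreated fruit 6538 and 5821. At least 2-fold, 1783 were higher and 2231 lower. For DELLA and ALC/SPT it describes repression by CS and induction by GA. ALC/SPT rose by 0.32 over both GA levels after CS, with a change of -0.08 in untreated fruit that was not called, and GA raised it by 0.47 over both storage levels. DELLA changed by -1.18 over both GA levels after CS, and the GA effect of 0.18 was not called, nor was the change of 0.91 between GA and C. The latter passes at an unadjusted p and in the setting chosen after seeing the data. For ACS1 the paper describes an expression restored by GA, whereas the transcript was well above background on 0 of the 12 arrays. Among the cell wall genes of Fig. 5 the columns of C and CS look most alike. Over all tested transcripts here, which is a different set, the group means of C and GA correlated most, with r = 0.988.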

Other observations

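The tests of slide differences and of the normalization for the GA and CS effects, and the comparisons with other groupings of the arrays, were chosen before the results were seen. The other tests in this part were chosen only after.

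Chance can be excluded for the transcripts changed between any groups, since of 100 groupings of the arrays the real one alone, 1 of 100, gave a count as large, and the largest count among the others was 7944. The real grouping alone also gave the largest counts for the GA and CS effects, with 5622 and 6916 as the largest among the others. Such splits carry both factors into each effect, so that they cannot exclude chance for a single factor. For the 4 comparisons of 3 arrays with 3, the real grouping was the 1 of 10 with the largest count, and 10 groupings cannot exclude chance.

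Of the GA effect calls, 40.04 % had a slide difference of the same sign, and for the CS effect the share was 56.21 %. These shares decide nothing, since the slide difference rests on 1 array of slide 1 in each stored group. The differences within CS and within GACS correlated across transcripts at r = 0.16. With the slide as a block 7558 and 12911 transcripts were called, against 9839 and 13310 without it. That argues against an additive slide difference as the whole cause of either effect. For GA at harvest the share was 55.56 % of 27 transcripts, and no call remained with the block under limma, with 1756 at an unadjusted p. Slide stays open there, because all C arrays lay on 1 slide and all GA arrays on the other, and the slide term rests on the stored groups with low precision. The share of lower transcripts moved by 2.28 percentage points for CS and 0.0146 for GA under 75th percentile scaling, and in GA treated fruit the share lower after CS moved from 44.0 to 48.6 %. Both scalings centre each array, which largely fixes this balance, so the effect of the normalization on it stays open.

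C replicate 3 lay apart from the other C arrays on the first principal component. All C arrays lay on slide 1, so a slide difference cannot set this replicate apart from the others. Its correlation of -0.052 across transcripts with the difference between slides therefore decides nothing. A dim array is argued against by 62.54 % of transcripts above background, against 63.8 and 63.14 % on the other C arrays. RNA of cold stored fruit in that sample is argued against, since the transcripts over 8-fold lower in CS would need 48.1 % of it and those over 8-fold higher only 4.65 %. Its difference from another C array correlated with CS minus the remaining C array at r = 0.525 across transcripts, against -0.31 and -0.215 for the other C arrays. That replicate was singled out for lying toward CS, which this correlation restates, so it decides nothing. Whether its fruit were further along a change that also takes place during storage stays open, and maturity at harvest was not tested. The replicate does not account for the few transcripts changed by GA at harvest, of which 79 were called without it and 132 without C replicate 1.

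The GA and CS effects had opposite directions in 71.37 % of the changed transcripts. With no effect simulated, sharing of the arrays gives 50.21 %, as a balanced design does by construction. The share was 71.44 % under 75th percentile scaling and 71.97 % with the slide as a block, so that none of these explains it. A change in the CS group alone also gives opposite signs, since that group enters the GA and CS effects with opposite signs. Without CS, GA and C differed in 27 transcripts, so the share cannot be read as changes by GA in unstored fruit. That GA counteracts the transcriptional response to cold may be a biological explanation, as a hypothesis. If GA only slowed the response to CS, a transcript that moves in 1 direction throughout storage would keep that direction with GA. Of 7641 transcripts called for CS at both GA levels, 6272 had the same direction and 1369 opposite directions. Opposite directions were found in 913 with the slide as a block and in 1058 to 1518 with 1 array left out. Slowing stays open, since the arrays hold a single stored time point. A transcript that first rises and then falls could show opposite directions under slowing alone. Across transcripts, the CS effect in GA treated fruit had a slope of 0.466 on that in untreated fruit, with r = 0.530.

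Of the transcripts that fell after CS in untreated fruit, 3751 were higher in GACS than in CS. The CS arrays enter both comparisons, and with no interaction simulated 682 were found, so that sharing of these arrays is argued against as the whole cause. Among the transcripts that rose after CS in untreated fruit, 2769 (42.35 %) rose less or fell in GA treated fruit and 312 rose more.

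The numbered groups of Table S1 match the arrays as GACS, GA, CS and C for groups 1 to 4, with a largest median difference of 0.0033 on the log2 scale against 0.187 for the next nearest group. By this match the columns hold GACS − GA, CS − C and (CS − C) − (GACS − GA), which are not the GA and CS effects named in the legend of Fig. 2. Most bars of Figure S1 lie near the same contrasts, with a larger median gap of 0.0705. All 18 bars have the signs of these contrasts, against 6 for the GA and CS effects. The largest gap is 0.96, for the CS bar of PSI-RC (about -2.9 against -1.94). That gap and the one for the CS bar of APX (about -6.1 against -6.82) exceed the residual SDs of 0.35 and 0.42. Whether Fig. 2 was counted on CS − C and (CS − C) − (GACS − GA) cannot be told apart from other pairs, since these lie within 2.32 percentage points of its percentages and another pair within 1.53. These contrasts share the C and CS arrays, and with no effect simulated 74.36 % of transcripts have the same direction in both, against 71.18 % observed, so that a common direction in them may come from the shared arrays.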
